# Biofilm formation by virulent and non-virulent strains of *Haemophilus parasuis*

**DOI:** 10.1186/s13567-014-0104-9

**Published:** 2014-11-27

**Authors:** Bernardo Bello-Ortí, Vincent Deslandes, Yannick DN Tremblay, Josée Labrie, Kate J Howell, Alexander W Tucker, Duncan J Maskell, Virginia Aragon, Mario Jacques

## Abstract

*Haemophilus parasuis* is a commensal bacterium of the upper respiratory tract of healthy pigs. It is also the etiological agent of Glässer’s disease, a systemic disease characterized by polyarthritis, fibrinous polyserositis and meningitis, which causes high morbidity and mortality in piglets. The aim of this study was to evaluate biofilm formation by well-characterized virulent and non-virulent strains of *H. parasuis*. We observed that non-virulent strains isolated from the nasal cavities of healthy pigs formed significantly (*p* < 0.05) more biofilms than virulent strains isolated from lesions of pigs with Glässer’s disease. These differences were observed when biofilms were formed in microtiter plates under static conditions or formed in the presence of shear force in a drip-flow apparatus or a microfluidic system. Confocal laser scanning microscopy using different fluorescent probes on a representative subset of strains indicated that the biofilm matrix contains poly-N-acetylglucosamine, proteins and eDNA. The biofilm matrix was highly sensitive to degradation by proteinase K. Comparison of transcriptional profiles of biofilm and planktonic cells of the non-virulent *H. parasuis* F9 strain revealed a significant number of up-regulated membrane-related genes in biofilms, and genes previously identified in *Actinobacillus pleuropneumoniae* biofilms. Our data indicate that non-virulent strains of *H. parasuis* have the ability to form robust biofilms in contrast to virulent, systemic strains. Biofilm formation might therefore allow the non-virulent strains to colonize and persist in the upper respiratory tract of pigs. Conversely, the planktonic state of the virulent strains might allow them to disseminate within the host.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13567-014-0104-9) contains supplementary material, which is available to authorized users.

## Introduction

*Haemophilus parasuis* is a Gram-negative bacterium and a commensal organism of the upper respiratory tract of healthy pigs. It is also the etiological agent of Glässer’s disease, a systemic disease characterized by polyarthritis, fibrinous polyserositis and meningitis, which causes high morbidity and mortality in piglets [1]. Glasser’s disease is recognized as one of the main causes of economic loss in the pig industry.

The heterogeneity among *H. parasuis* strains has been demonstrated by multiple methods, including multilocus sequence typing (MLST) which has shown a genetic lineage associated with polyserositis (cluster A) and another lineage associated with nasal colonization (cluster C) [2]. Serum resistance [3], phagocytosis resistance [4], and invasion of endothelial cells [5,6] have been associated with virulence of *H. parasuis*. Some putative virulence factors have been reported [7,8]. Those include the capsule [4], lipooligosaccharide (LOS) [9-11] and other genes involved in polysaccharide production, such as *galE* and *galU*, which have been associated with serum resistance and biofilm production [12]. Genes involved in sialic acid utilization were identified as potential virulence factors [13]. The sialytransferase gene *lsgB* was predominantly present in systemic isolates and not in nasal isolates, and sialylation of the LOS was observed in the virulent strain *H. parasuis* Nagasaki. In addition, a family of trimeric autotransporters, designated virulence associated trimeric autotransporters (VtaA) has been described [14,15] and these can be divided into three groups based on their translocation domains [14]. Group 3 *vtaA* gene is highly conserved among invasive and non-invasive strains, whilst groups 1 and 2 *vtaA* genes were detected only in virulent strains.

Bacterial biofilms are structured clusters of bacterial cells enclosed in a self-produced polymer matrix that are attached to a surface [16-18]. Bacteria can adhere to biotic surfaces (e.g. cells at the mucous layer) as well as abiotic surfaces (e.g. floor or equipment found at a farm). The polymer matrix is often composed of exopolysaccharides, proteins and nucleic acids. The biofilm protects bacteria from hostile environmental conditions. Bacteria within a biofilm can resist attack from the host immune response, and are less sensitive than planktonic cells to desiccation and to the action of biocides. Biofilm formation by nasal strains of *H. parasuis* has been previously reported [19]. Although the role of biofilm in *H. parasuis* pathogenesis is not clear, expression of genes with putative function in biofilm formation was detected during pulmonary infection [20]. The aims of this study were to compare biofilm formation by well-characterized virulent and non-virulent strains of *H. parasuis* and to analyse the gene expression during biofilm growth. Such analyses would help explore the possible role of biofilms in the pathogenesis of *H. parasuis*.

## Materials and methods

### Bacterial strains

The *H. parasuis* strains used in this study and their main phenotypic and genotypic characteristics are listed in Table 1. Bacteria were grown on Brain Heart Infusion (BHI; Oxoid Ltd, Basingstoke, Hampshire, UK) agar containing 10 μg/mL NAD or on chocolate agar (Biomerieux, Madrid, Spain). Plates were incubated overnight at 37 °C with 5% CO_2_.

**Table 1:** ***Haemophilus parasuis*** **strains used in the present study**

**Strains**	**Susceptibility** ^**1**^ **to**		***lsgB*** ^**2**^	**group1** ***vtaA*** ^**2**^	**MLST** ^**3**^	**Serovar**
	**Serum**	**Phagocytosis**				
**Nasal strains**						
F9	S	S	-	-	C	6
ND14-1	S	S	-	-	C	7
SC14-1	S	S	-	-	C	15
MU21-2	S	S	-	-	C	7
SL3-2	S	S	-	+	B	10
**Strains from lesions**						
Nagasaki	R	R	+	+	A	5
P015/96	R	R	+	+	A	5
ER-6P	R	R	+	+	A	15
264/99	R	R	+	+	A	10
IT29205	R	R	+	+	A	4
2725	S	R	+	+	A	10
373/03A	I	R	-	+	A	7
PV1-12	S	R	-	+	B	15
9904108	S	R	-	-	C	4

^1^(S) sensitive; (I) intermediate; (R) resistant.

^2^(+) gene present; (−) gene absent.

^3^Cluster associated with isolates from systemic lesions (A); with nasal isolation (C); or cluster with no statistical association with clinical origin (B) [2].

### Biofilm assays

#### Static conditions

Biofilms were cultured in 96-well microtiter plates as described by Wu et al. [21], with some modifications. Briefly, colonies from overnight agar cultures were resuspended in BHI-NAD containing 5 μg/mL NAD, and the suspension was aliquoted (100 μL) in triplicate in a flat-bottom 96-well polystyrene plate (Costar® 3599, Corning, NY, USA) and incubated for 40 h at 37 °C. Wells containing sterile broth were used as negative control. Following incubation, biofilms were treated as described before [22] with some modifications. Briefly, the liquid medium was removed using a vacuum and unattached cells were removed by immersing the plate once in MilliQ water. The water was removed with a vacuum and excess water was removed by inverting plates onto a paper towel. Biofilms were then stained with 0.1% (w/v) crystal violet for 2 min. Biofilms were washed once with distilled water and then dried at 37 °C for 15 min. The stain was then released with 100 μL of 70% (v/v) ethanol and the amount of released stain was quantified by measuring the absorbance at 590 nm with a microplate reader (Powerwave; BioTek Instruments, Winooski, VT, USA).

#### Shear force conditions

Biofilms were cultured in a drip-flow apparatus (DFR 110 Biofilm Reactor, BioSurface Technologies Corp. Bozeman, MT, USA) as described by Goeres et al. [23] with some modifications [24]. Briefly, colonies of *H. parasuis* strains F9, MU21-2, ER-6P or Nagasaki on BHI-NAD agar were resuspended into 13 mL of fresh BHI-NAD to an OD_600_ of 0.1 and 12.5 mL of this inoculum was transferred into a channel containing a glass slide (Catalogue #48300-025, VWR, Ville Mont-Royal, QC, Canada). The apparatus was incubated for 24 h at 37 °C with 5% CO_2_ to allow the biofilm to form under static conditions. The apparatus legs were then attached to create a 10° downward slope. The apparatus was then connected to the nutrient system containing pre-warmed (37 °C) BHI-NAD. The flow (~25 mL per hour per channel) of the medium was then initiated and maintained for 24 h at 37 °C. After 24 h, the glass slide was removed and gently washed once with sterile MiliQ water. The biofilms were resuspended in 1.5 mL of MiliQ water, centrifuged and dried with a DNA 120 Speed Vac® (Thermo Scientific, Ottawa, ON, Canada). The weight of dry biofilms was then measured.

Biofilms were also cultured in a microfluidic system. Growth of biofilms in the BioFlux 200 device (Fluxion Biosciences, South San Francisco, CA, USA) was adapted from Benoit et al. [25] and the manufacturer’s recommendations. Briefly, colonies of *H. parasuis* strains F9, MU21-2, ER-6P or Nagasaki on BHI-NAD agar were resuspended into 2.5 mL of fresh BHI-NAD to an OD_600_ of 1.0 and this suspension was serially diluted to OD_600_ of 0.5 and 0.25. The microfluidic channels were wetted with BHI-NAD and were then inoculated with different bacterial suspensions (OD_600_ 1.0, 0.5 or 0.25). The microfluidic plate was incubated for 2 h at 37 °C to allow bacteria to bind to the surface. The flow of fresh medium was then initiated and was set from 0.5 dyne/cm^2^ to 1.0 dyne/cm^2^. Growth of the biofilms was monitored for up to 24 h and, in some cases, fresh medium was added and the “waste” outlet was emptied to ensure that wells would not dry or spill. Images of BioFlux biofilms were obtained using an inverted fluorescence microscope (Olympus CKX41, Markham, ON, Canada), a digital camera (Retiga EX; Q Imaging, Surrey, BC, Canada), and the software provided with the BioFlux 200 device.

### Confocal laser scanning microscopy (CLSM)

Biofilms were prepared under static conditions as described above and were stained with FilmTracer™ FM®1-43 Green biofilm cell stain (Molecular Probes, Eugene, OR, USA) according to manufacturer’s instructions. To determine the composition of the biofilm matrix, biofilms were stained with Wheat Germ Agglutinin (WGA-Oregon Green 488, Molecular Probes; binds to N-acetyl-D-glucosamine and N-acetylneuraminic acid residues), FilmTracer™ SYPRO® Ruby biofilm matrix stain (Molecular Probes; labels most classes of proteins) or BOBO™-3 iodide (Molecular Probes; stains extracellular DNA) according to manufacturer’s instructions. After a 30 min incubation at room temperature, the fluorescent marker solution was removed, biofilms were washed with water and the wells were then filled with 100 μL of water or PBS for WGA-stained biofilms. Stained biofilms were visualized by CLSM (Olympus FV1000 IX81, Markham, ON, Canada).

### Dispersion of biofilm by enzymatic treatments

A biofilm dispersion assay was performed as described previously [26]. Briefly, biofilms were grown under static conditions as described above, and after the 40 h incubation, 50 μL of DNase I (500 μg/mL in 150 mM NaCl, 1 mM CaCl_2_), 50 μL of dispersin B (100 μg/mL in PBS; Kane Biotech Inc., Winnipeg, MB, Canada), or 50 μL of proteinase K (500 μg/mL in 50 mM Tris–HCl pH 7.5, 1 mM CaCl_2_) were added directly to the biofilms. Control wells were treated with 50 μL of the buffer without the enzyme. Wells treated with dispersin B were incubated for 5 min at 37 °C, and those treated with proteinase K or DNase I were incubated for 1 h at 37 °C. After the treatments, the biofilms were stained with crystal violet as described above.

### Effect of fibrinogen and fibronectin on biofilm formation

Biofilms were prepared under static conditions as described above with some modifications. Prior to inoculation, various concentrations of fibrinogen (bovine, porcine or human) (0.5, 1, 2 and 5 mg/mL) or fibronectin (human) (0.5, 1 and 2 mg/mL) were added to the biofilm medium. Plates were prepared in duplicate for each experiment: one plate was used to measure biofilm formation and the other plate was used to measure growth of the bacteria in the presence of proteins. Both plates were incubated and one plate was stained as described before. The unstained replicate plate was used to evaluate growth by measuring the absorbance at 600 nm.

### Genome sequencing and assembly

Genomic DNA of the high biofilm producer strain F9 was prepared using the Blood and Tissue DNeasy kit (Qiagen) according to the manufacturer’s instructions. Illumina libraries were prepared using 500 ng of genomic DNA and modified Illumina protocols [27,28]. Paired-end sequencing was performed on an Illumina HiSeq 2000 analyzer for 75 cycles at the Wellcome Trust Sanger Institute (Hinxton, Cambridge, UK). The fastq reads were mapped to the complete SH0165 genome using Stampy to check for quality and purity of the sequence before any analyses [29,30].

A custom-made bioinformatics pipeline was used to assemble the draft genome sequence. Cutadapt was used to remove the adaptor sequences from the sequence reads that were previously introduced during the library preparation [31]. Any undetermined nucleotides (N’s) were removed from reads and the program sickle [32] was used to trim low-quality sequences found at the ends of paired-end sequence reads resulting in a minimum length of 31 bp, using the program’s default quality thresholds for the reads. Next, a custom Perl script was used to screen out low quality fastq reads and produce a single fastq file containing the good paired reads, and a separate file containing good quality single reads. Finally, we used Velvet [33] and VelvetOptimiser 2.2.0 [34] to assemble the fastq files into the de-novo genome assembly, made up of contiguous sequences (contigs). Assembly parameters were optimised to produce the highest quality assembly (i.e. highest n50 value) using VelvetOptimiser, which runs through all possible k-mer values from 19 to 71 in increments of 2. The draft genome sequence was annotated using the automatic annotation software Prokka [35], including the rfam option. This Whole Genome Shogun project has been deposited [DDBJ/EMBL/GenBank: JHQI00000000]. The version described in this paper is version JHQI01000000.

### Transcriptomics analysis

The high biofilm producer strain F9 was chosen for transcriptomic analysis. Planktonic and biofilm samples were obtained under static conditions as described above with some modifications. Bacteria were cultured in 6-well microtiter plates and after 36 h, planktonic cultures were transferred to sterile tubes, whereas biofilm bacteria were collected by scraping the surface of the wells with lysis buffer (2% SDS in PBS). Bacteria from both samples, biofilm or planktonic, were recovered by centrifugation and pellets were used for RNA extraction. For comparison, F9 was grown with shaking (220 rpm) until the culture reached stationary phase and this culture was then processed for RNA extraction. This is considered to be the “stationary culture” sample.

To extract RNA, bacterial pellets were resuspended in 2% SDS, 16 mM EDTA, 10 mM Tris (pH 8.0) and incubated for 5 min at 100 °C. Afterwards, samples were processed by two hot acid phenol-chloroform extractions, followed by two chloroform/isoamyl alcohol extractions. RNA was then precipitated with 0.6 volumes of isopropanol, 0.1 volumes of 5 M ammonium acetate and 1 μL of glycogen. After centrifugation, the pellet was washed with 70% ethanol, dried and resuspended in warmed RNase-free water. To ensure that contaminating bacterial DNA was eliminated from the samples, treatment with RNase-free DNase (Qiagen) was performed. In addition, ribosomal RNA was eliminated with the Ribo-Zero rRNA removal kit (Epicentre Biotechnologies, Madison, WI, USA) following manufacturer instructions. PCR reactions using primers specific for *H. parasuis* 16S rRNA gene [36] were carried out to ensure that no bacterial DNA was left in the sample. Final RNA quality was verified with a Nanodrop spectrophotometer and the integrity was analyzed using Agilent Bioanalyzer 2100 (Agilent technologies). Libraries were generated using an Ion Torrent RNA-Seq v2 kit (Life Technologies) and sequenced using an Ion Torrent PGM (Life Technologies) with an Ion 318 chip (Life technologies) at the Centre for Research in Agricultural Genomics (CRAG, Campus de Bellaterra-UAB, Spain).

Bioinformatic analysis was performed following the count-based differential expression method. Briefly, reads quality control was performed using FastQC [37] and FASTX-Toolkit [38], and reads were then mapped to *H. parasuis* F9 genome using the recommended Torrent Mapping Alignment Program (TMAP) v3.4.1 with map2 setting [39]. Alignments were inspected using SAMtools [40] and Integrative Genomics Viewer (IGV) [41]. HTSeq v0.5.4p3 [42] was used for feature counting with intersection-nonempty setting and discarding non-protein coding CDS. Differentially expressed genes (DEGs) were identified with edgeR R package [43] with a 5% *P*-value cut-off, using an assigned dispersion value of 0.04.

To perform gene set enrichments, a custom Gene Ontology (GO) database was built. Protein coding genes were BLASTed using BLASTp (version 2.2.28) against the non-redundant NCBI database (April 2014), e value of 10^−3^ and keeping first 20 hits. GO terms were mapped to Blast hits using Blast2GO [44]. The most significantly up-regulated genes (*P* < 0.05) were identified as candidates for classic Fisher’s exact testing through Blast2GO. Tests were performed for biological process (BP), cellular component (CC) and molecular function (MF) with *P* < 0.05. Conservation of membrane-related genes among all 14 *H. parasuis* sequences available in GenBank [GenBank: APCA00000000.1, APBW00000000.1, ABKM00000000.2, APBX00000000.1, AZQU00000000.1, APBZ00000000.1, AOSU00000000.1, APBY00000000.1, APBV00000000.1, CP001321.1, APBT00000000.1, APBU00000000.1, APCB00000000.1, CP005384.1] was achieved as follows: whole F9 proteome was analyzed using Phobius [45] via Blast2GO, positively predicted membrane-related genes were blasted against the 14 *H. parasuis* genomic sequences using tBLASTn with the following settings: e value of 10^−5^, alignment length > 70% and match identity > 60%. Whole-genome BLASTp comparisons were performed between *H. parasuis* and *Actinobacillus pleuroneumoniae* serovar 5b strain L20 [GenBank: NC_009053.1], using the following settings: e value of 10^−5^, alignment length > 90% and match identity > 40%. All transcriptomic data were deposited in the Gene Expression Omnibus database [GEO: GSE56428].

## Results

### Biofilm formation under static conditions

The phenotypic and genotypic characteristics of the *H. parasuis* strains used in the present study are given in Table 1. Five non-virulent strains were recovered from the nasal cavities of healthy pigs while nine virulent strains were recovered from lesions of pigs with Glässer’s disease. The ability of *H. parasuis* to form biofilms at the solid–liquid interface in polystyrene microtiter plates was determined for each of the virulent and non-virulent strains (Figure 1A). Interestingly, the nasal, non-virulent strains formed significantly (*p* < 0.05) more biofilms than the virulent strains isolated from lesions of pigs with Glässer’s disease (Figure 1B). We also noticed that biofilm production was stronger in strains sensitive to serum compared to resistant strains (Additional file 1A, *p* = 0.059); in strains negative for *vtaA* group 1 genes compared to strains positive for these genes (Additional file 1B, *p* = 0.189); in strains belonging to MLST cluster C compared to strains belonging to MLST cluster A (Additional file 1C, *p* = 0.202), and in strains negative for the sialyltransferase gene *lsgB* compared to strains positive for *lsgB* (Additional file 1D, *p* = 0.228). These differences however were not statistically significant probably due to the small number of strains in some of the groups that were compared.

**Figure 1:**
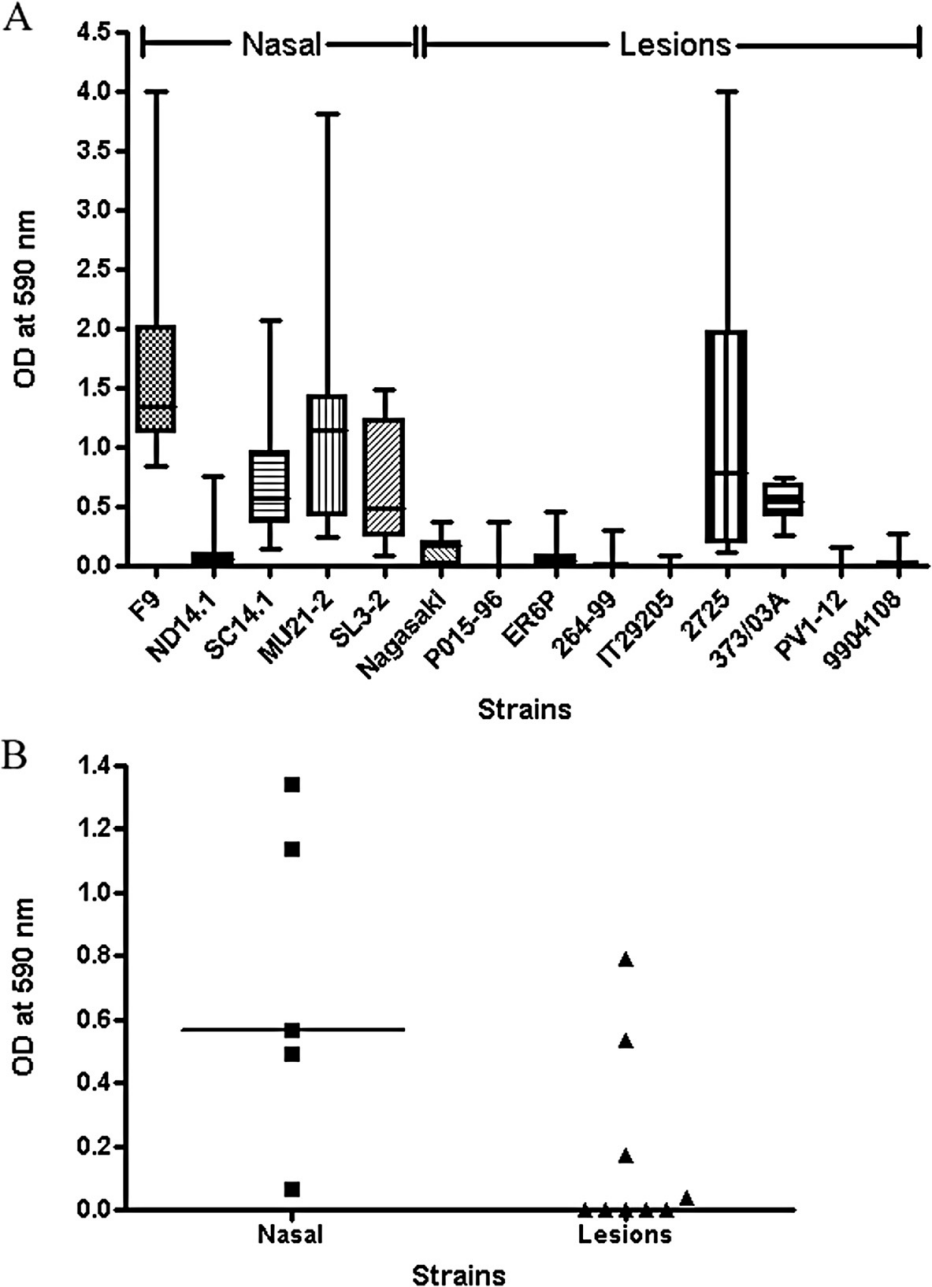
**Biofilm formation by** ***H. parasuis*** **isolates. (A)** Biofilm formation under static conditions in microtiter plates for *Haemophilus parasuis* nasal strains (*n* = 5) and strains isolated from lesions of pigs with Glässer’s disease (*n* = 9). **(B)** Medians of biofilm formation for *H. parasuis* strains isolated from the nasal cavities of healthy pigs (*n* = 5) or for strains isolated from the lesions of pigs with Glasser’s disease (*n* = 9). Difference between the median of the two groups of strains was statistically significant (*p* < 0.05).

Confocal laser scanning microscopy using different fluorescent probes was performed with the nasal, high-biofilm producer strains F9 and MU21-2 and the weak-biofilm producer virulent strains Nagasaki and ER-6P. The biofilm cells were stained with FilmTracer™FM®1-43, which becomes fluorescent once it is inserted in the cell membrane. The biofilms were also stained with fluorescent probes to label poly-N-acetylglucosamine (PGA), proteins, or extracellular DNA that could be present in the biofilm matrix. The data indicated that the biofilm matrix of these strains contains PGA, proteins, and eDNA; strain MU21-2 seemed however to produce less PGA than the other three strains (Figure 2). To further characterize the biofilms, 15 images of biofilm layers were recorded and stacked, and 3D-images of the biofilms were generated (Figure 3). Based on these reconstructions, the thickness as well as the biomass of the biofilm produced by each strain was evaluated. The thickness of the weak-biofilm producer strains Nagasaki and ER-6P was approximately 40 μm while the thickness of the high-biofilm producer strains MU21-2 and F9 was 50 μm and 70 μm, respectively. This was in agreement with the biomass (μm^3^/μm^2^) which was 17 for the weak-biofilm producer strain Nagasaki while the biomass of the high-biofilm producer strain F9 was 34.

**Figure 2:**
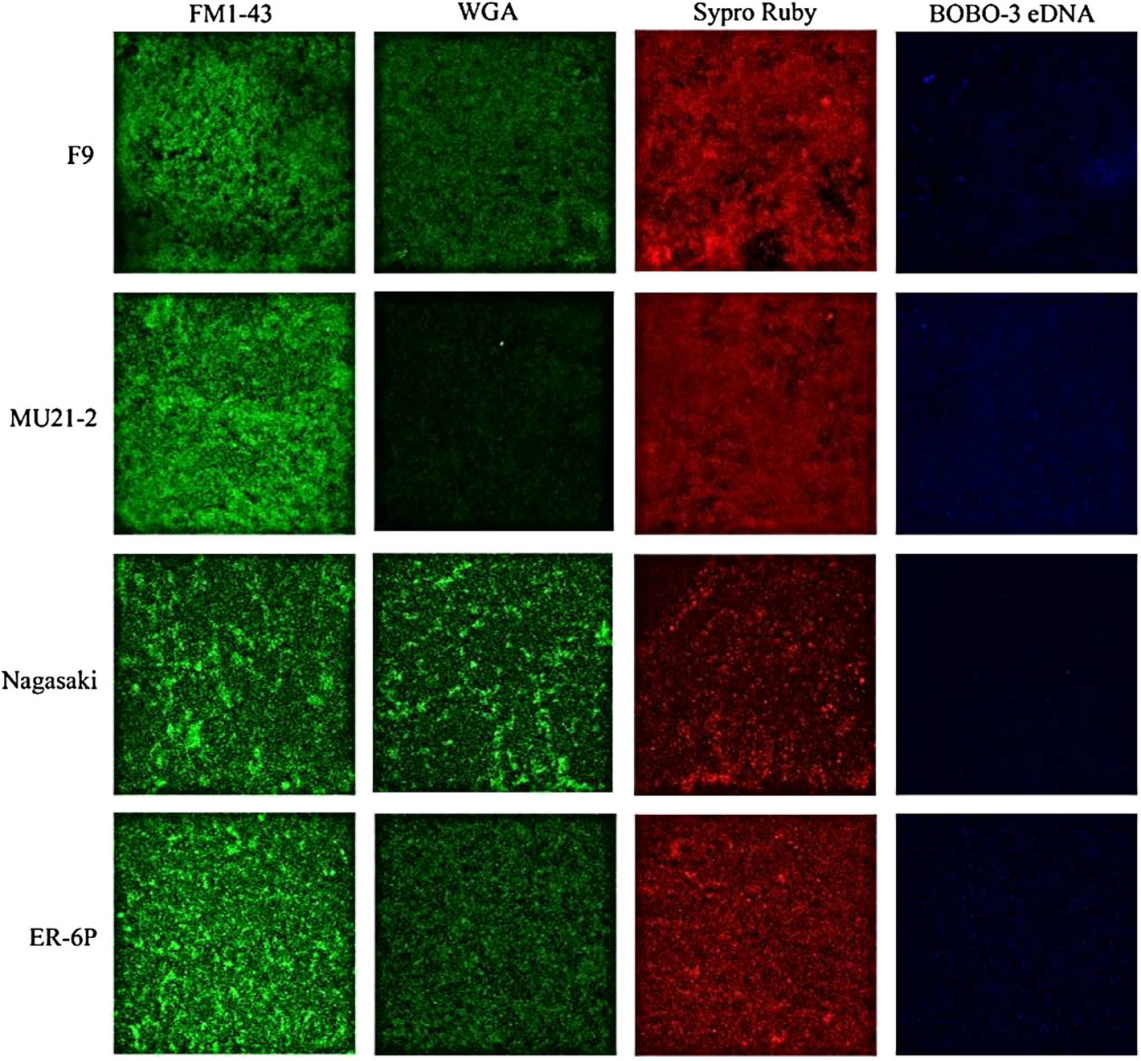
**Images of** ***H. parasuis*** **biofilms obtained by CLSM.** Confocal laser scanning microscopy of *Haemophilus parasuis* strains F9, MU21-2, Nagasaki and ER-6P biofilms formed under static conditions in wells of microtiter plates. Biofilms were stained with FilmTracer^™^ FM 1–43, wheat-germ agglutinin (WGA)-Oregon green 488 (for poly-*N*-acetyl glucosamine), SYPRO Ruby (for proteins) and BOBO-3 (for eDNA).

**Figure 3:**
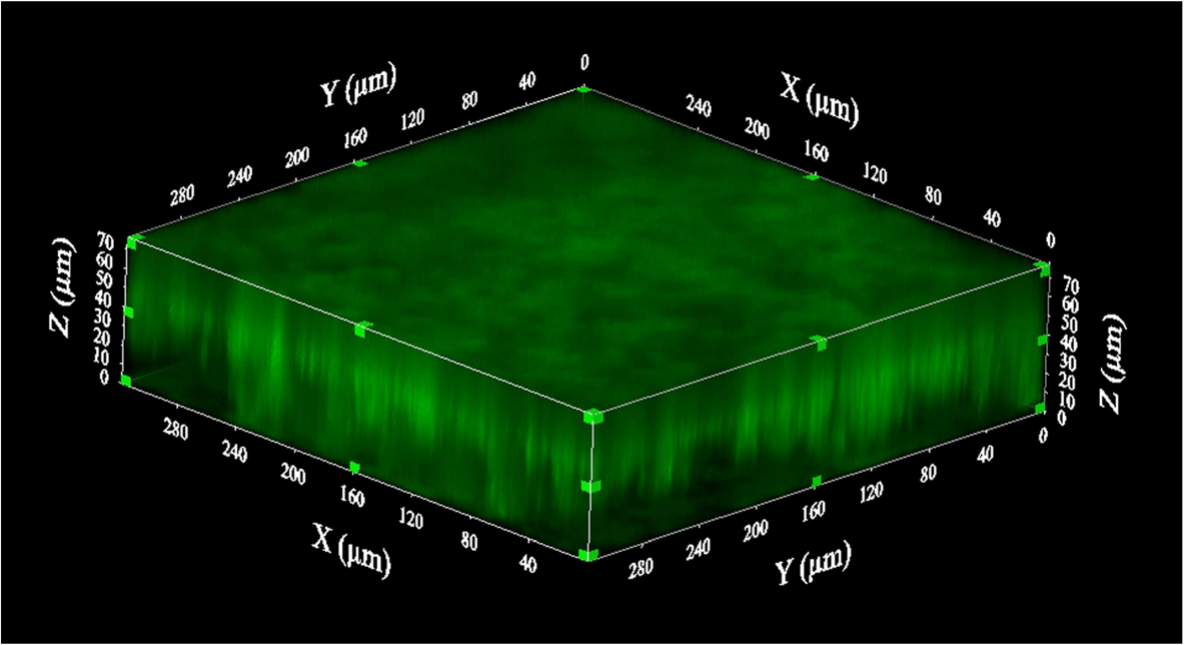
**3D images of** ***H. parasuis*** **strain F9 obtained by CLSM.** Confocal laser scanning microscopy three-dimensional images of *Haemophilus parasuis* strain F9 biofilm formed under static conditions in wells of a microtiter plate. Biofilm was stained with wheat-germ agglutinin (WGA)-Oregon green 488. Stack of sections of the X-Z plane of the biofilm.

Biofilms of strains F9, MU21-2, Nagasaki and ER-6P were digested with enzymes to further characterize the composition of the matrix. All strains were resistant to dispersin B (more than 70% of the biofilm remained after treatment) (Figure 4A). All strains were however sensitive to the proteinase K treatment (Figure 4B), with strain Nagasaki showing the lowest sensitivity (~80% of the biofilm remaining after treatment) and strain ER-6P showing the highest sensitivity (less than 20% of the biofilm remaining after treatment). Most strains were not affected by DNase I treatment (more than 70% of the biofilm remained after treatment) except strain F9 which was highly sensitive (with less than 20% of the biofilm remaining after treatment) (Figure 4C). This suggested that proteins, and, in one strain, extracellular DNA play a larger role than PGA in *H. parasuis* biofilm formation.

**Figure 4:**
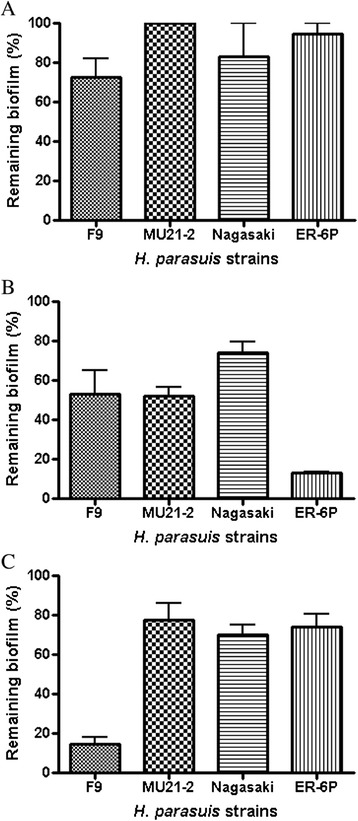
**Effect of enzymatic treatments on** ***H. parasuis*** **biofilms.** Dispersion of *Haemophilus parasuis* biofilms formed under static conditions in microtiter plates by **(A)** dispersin B, **(B)** proteinase K, and **(C)** DNase I.

### Biofilm formation under shear force conditions

Previous experiments with *A. pleuropneumoniae* and the drip-flow apparatus indicated that this biofilm reactor could be used to grow biofilm of fastidious *Pasteurellaceae* isolated from the upper respiratory tract [24]. The conditions (50 mL/channel/hour; 50% BHI-NAD) used to grow *A. pleuropneumoniae* biofilms in the drip-flow apparatus were used for the first test. However, these did not support the growth of *H. parasuis* biofilms. Given that *H. parasuis* is more fastidious than *A. pleuropneumoniae*, a full strength BHI-NAD was used and the speed of the flow was reduced by half. These conditions allowed the two strains with a strong-biofilm phenotype, MU21-2 and F9, to produce visible biofilms (Figure 5). Although a thin film was observable for Nagasaki and ER-6P, which are strains with a weak-biofilm phenotype under static conditions, the conditions of the drip-flow apparatus did not enhance the biofilm formation by these strains (Figure 5). As indicated by the biofilm dry weight, strain MU21-2 produced a larger biomass than strain F9 under these flow conditions (Table 2).

**Figure 5:**
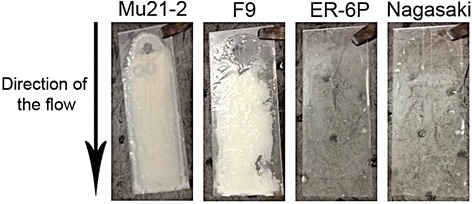
**Biofilm formation by** ***H. parasuis*** **in a drip-flow apparatus.** Biofilm formation under low shear force in a drip-flow apparatus. Images of typical biofilms for *Haemophilus parasuis* strains MU21-2, F9, ER-6P, and Nagasaki visible after 24 h of incubation with continuous flow (25 mL/h).

**Table 2:** **Average dry weight (in mg) for drip-flow biofilms formed after 24 h of continuous flow by 4 different strains of** ***Haemophilus parasuis***

**Strain**	**Biofilm dry weight (±Standard error of the mean)**
MU21-2	8.33 (±3.23)
F9	3.37 (±0.38)
Nagasaki	ND^1^
ER-6P	ND

^1^The amount of biofilm was below the detection limit.

The BioFlux 200 flowthrough device is a high throughput microfluidic system that has been recently tested for the growth of bacterial biofilms [25]. This system has yet to be tested with *Pasteurellaceae* and could provide certain advantages over the drip-flow apparatus. For example, the system requires smaller volumes, which range in μL to mL, and can be used for high throughput screens. Initial density of the inoculum (OD_600_ of 1.0, 0.5 and 0.25) and the incubation time (2 h and 4 h) for the initial attachment were the first parameters tested with a relatively low shear force (0.5 dyne/cm^2^). An OD_600_ of 0.25 and an incubation time of 2 h for the initial attachment were sufficient for strains MU21-2 and F9 to form biofilms that block the microfluidic channel after 6 h (Figure 6); however, strains Nagasaki and ER-6P did not form biofilms (Figure 6). To prevent blocking of the channel, a range of shear force was tested with an inoculum at OD_600_ of 0.25 and an incubation time of 2 h for the initial attachment. Both strains MU21-2 and F9 were not able to form a biofilm when the shear force was equal or above 0.7 dyne/cm^2^. Between 0.5 and 0.7 dyne/cm^2^, both strains always blocked the channel within 12 h but it took longer as the shear force was increased. Therefore, in our hands, this microfluidic system can only be used to study biofilm formation of *H. parasuis* during short incubation periods.

**Figure 6:**
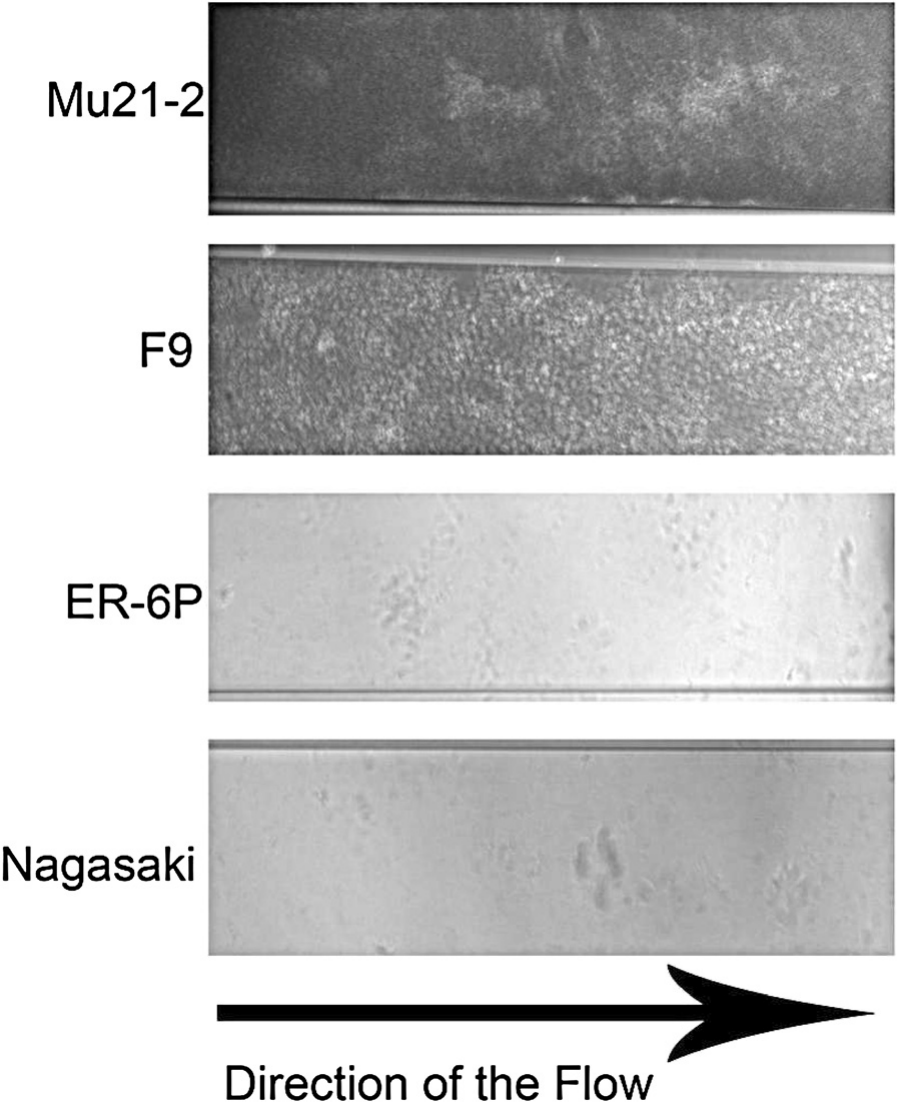
**Biofilm formation by** ***H. parasuis*** **in a microfluidic system.** Biofilm formation under controlled shear force in a BioFlux 200 microfluidic system. Phase-contrast images of typical biofilms of *Haemophilus parasuis* non-virulent strains MU21-2 and F9, and virulent strains ER-6P and Nagasaki obtained after 24 h of incubation with an inoculum of OD_600_ of 0.25 and a shear force of 0.5 dyne/cm^2^.

### Effect of fibrinogen and fibronectin on biofilm formation

It has been shown that supplementing the culture medium with fibrinogen induces biofilm formation of *Streptococcus suis*, another important swine pathogen [46]. Thus, we evaluated the effect of supplemental fibrinogen on *H. parasuis* biofilm formation. As shown in Figure 7, fibrinogen (at a concentration of 1 mg/mL) inhibited biofilm formation by all four strains. Fibronectin had no effect on bioflm formation (data not shown). Inhibition of biofilm formation by fibrinogen was not related to an inhibition of growth since fibrinogen did not affect growth of *H. parasuis* (data not shown).

**Figure 7:**
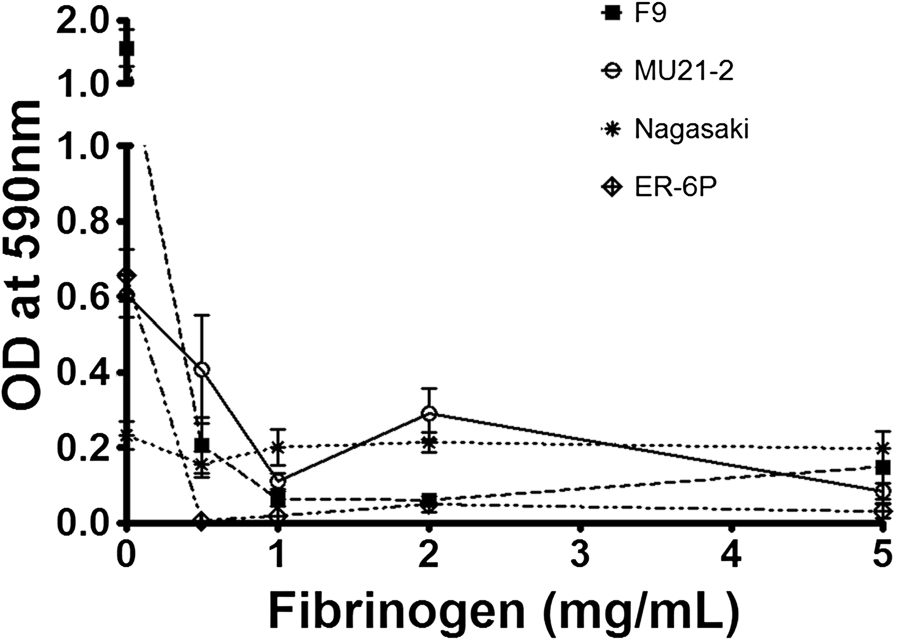
**Effects of fibrinogen on biofilm formation by** ***H. parasuis*** **.** Effects of various concentrations of fibrinogen added to the culture medium on biofilm formation by *Haemophilus parasuis* strains F9, MU21-2, Nagasaki and ER-6P under static conditions in microtiter plates. Assays were performed in triplicate, and the means ± standard deviations are indicated.

### Transcriptional profile of *H. parasuis* F9 grown in biofilm

Given that the genome of strain F9 was not previously sequenced, the genome of this high-biofilm producer was sequenced to facilitate transcriptional analysis. The assembly size of the F9 genome was 2.49 Mb, with an n50 of 44 023 and 644 contigs, with a G + C content of 39%, which is comparable to that of the draft and complete genomes of *H. parasuis* [30,47]. 

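Strain F9 is a nasal, non-virulent H. parasuis isolate that forms strong biofilms. RNA was sequenced as 1 biofilm, 1 planktonic and 1 stationary-phase library, so each condition has 1 library and no difference below has a replicate check. The paper states neither how many cultures each library holds nor whether biofilm and planktonic cells came from the same wells. The biofilm and planktonic cells were collected from static wells after 36 h. Planktonic cells were moved to tubes, while biofilm cells were scraped from the well surface with lysis buffer containing SDS. This difference in collection cannot be separated from the difference between biofilm and planktonic cells. The stationary culture was shaken at 220 rpm until stationary phase, and the labels of the deposited data give 24 h for it, so this culture differed from the others in shaking and possibly in time as well as in growth state. The authors removed ribosomal RNA, sequenced on an Ion Torrent PGM, mapped the reads to the F9 draft genome with TMAP and counted reads per protein-coding gene with HTSeq. They deposited these counts without normalization. The paper gives an average of 2 M sequence reads per sample. The counts assigned to protein-coding genes, which every value below uses, came to 1300706 in the biofilm library, 1371127 in the planktonic library and 948959 in the stationary library, with a mean of 1.21 M. The largest total was 1.44 times the smallest. The 10 genes with the highest counts took 17.7% of the counts in the biofilm library, 17.7% in the planktonic library and 18.8% in the stationary library. The median gene had 118 counts in biofilm, 133 in planktonic and 105 in stationary culture, and 257, 234 and 288 genes had fewer than 10 counts. A gene with 0 counts could be present at up to 2.31 cpm (counts scaled to a library total of 1 M) in the biofilm library, 2.19 in the planktonic library and 3.16 in the stationary library, taking 3 counts as the smallest amount the depth can show. From the counts, genes with at least 1 cpm in at least 2 of the 3 libraries were kept, TMM factors were computed with edgeR over the 3 libraries (0.947 for biofilm, 1.005 for planktonic and 1.05 for stationary), and pairs of libraries were compared with edgeR's exact test at the dispersion of 0.04 that the paper assigned, with an unadjusted P-value threshold of 0.05. That test compares libraries under an assumed dispersion, not conditions. Intervals given for single genes are 95% Clopper-Pearson intervals of the log2 ratio of 2 counts and cover counting error only.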

Transcriptomic analysis was performed with an average of 2 M sequence reads per mRNA sample. More than 75% of the reads for each sample were mapped. The majority of reads mapped with a mapping quality (MAPQ) ≥ 20, and only reads mapping with a MAPQ ≥ 10 were further processed for differential gene expression analysis (Additional file 2A). Some reads mapped in non-protein coding sequences, mainly in tRNA gene sequences, and were particularly high in the stationary culture sample (Additional file 2B). 

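Of the 2260 genes tested, 425 (18.8%) passed the threshold between the biofilm and planktonic libraries, with 212 up and 213 down in biofilm. Of these, 328 changed at least 2-fold. The even split depended on the scaling. With total counts in place of TMM normalization 169 genes were up and 268 down. With Benjamini-Hochberg adjustment 106 genes passed, 52 up and 54 down. The assumed dispersion moved the number most. It was 875 at a dispersion of 0.01 and 34 at 0.16. For genes with few counts, depth limited the size of change that could be called. Among the 336 genes with a mean below 20 counts in these libraries, the smallest absolute log2 fold change called was 1.41, against 0.96 among the 621 with a mean from 20 to below 100. It was 0.83 both among the 1018 genes with a mean from 100 to below 1000 and among the 285 with 1000 or more. Among called genes with at least 50 counts in the pair of libraries, the largest increase was in HS372_01363, annotated as cell division protein ZapB, with 3965 counts in biofilm and 689 in planktonic culture, a log2 fold change of 2.69 (interval 2.57 to 2.81). It was followed by HS372_02241, a hypothetical protein with 4717 and 1136 counts (log2 fold change 2.21), HS372_00299, a hypothetical protein with 268 and 65 counts (2.20), HS372_01153, a hypothetical protein with 60 and 15 counts (2.15), and HS372_02184, the fatty acid synthase acyl carrier protein, with 10233 and 2633 counts (2.12). The interval of HS372_01153, from 1.33 to 3.08, was far wider than that of HS372_02184, from 2.06 to 2.18, because of its lower counts. The largest decrease was in HS372_01036, annotated as an acyl-coenzyme A:6-aminopenicillanic acid acyl transferase, with 7 counts in biofilm and 78 in planktonic culture, a log2 fold change of -3.29 (interval -4.68 to -2.21). HS372_00914, a glutathione transport system permease, had 50 and 251 counts (log2 fold change -2.16). HS372_01993, a Na+-dependent transporter of the SNF family, had 9 and 45 counts (-2.15), HS372_02310, a hypothetical protein, had 10 and 49 (-2.12), and HS372_01340, the ribosome maturation factor RimP, had 20 and 93 (-2.05).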

Differential expression analysis found 425 DEGs in biofilm (B) when compared to planktonic growth (P) (Table 3). 

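Between the biofilm and stationary libraries 1110 of the 2260 genes tested (49.1%) passed the threshold, with 539 up and 571 down in biofilm. Between the planktonic and stationary libraries 793 genes (35.1%) passed, with 376 up and 417 down in planktonic culture. With Benjamini-Hochberg adjustment the numbers were 912 and 497. At a dispersion of 0.16 they were 450 and 216. A called gene had fewer than 10 counts in at least 1 of the compared libraries in 92 cases for biofilm against stationary culture and in 56 for planktonic against stationary culture. The gene with the largest increase against stationary culture, among called genes with at least 50 counts, was the same in both comparisons. HS372_00928, annotated as cytochrome c551 peroxidase, had 1968 counts in biofilm, 1553 in planktonic and 30 in stationary culture, log2 fold changes of 5.72 (interval 5.21 to 6.30) and 5.22 (4.71 to 5.80). HS372_01699, a hypothetical protein, had 1599, 917 and 41 counts (log2 fold changes 4.98 and 4.01), and HS372_02083, the cytochrome c-type protein NapC, had 689, 381 and 20 counts (4.79 and 3.78). In biofilm these were followed by HS372_00498, the outer membrane protein W precursor, with 157 counts in biofilm and 7 in stationary culture (4.16), and HS372_02084, the diheme cytochrome c NapB precursor, with 378 and 19 counts (4.00). In planktonic culture they were followed by HS372_02084 with 335 and 19 counts (log2 fold change 3.67) and HS372_02085, the putative electron transport protein yccM, with 654 and 38 counts (log2 fold change 3.63). The largest decreases in biofilm were in HS372_02273, a putative transporter component with 6 counts in biofilm and 204 in stationary culture (log2 fold change -5.36), and HS372_02072, a TRAP transporter small subunit with 9 and 289 counts (-5.29). HS372_01036, the acyl transferase, had 7 and 154 counts (-4.74), HS372_00320, a pyrimidine-specific ribonucleoside hydrolase, had 18 and 354 (-4.59), and HS372_02073, a Neu5Ac permease, had 30 and 528 (-4.44). In planktonic culture they were in HS372_00053, a putative nucleotidyltransferase with 3 counts in planktonic and 47 in stationary culture (-4.37, interval -6.77 to -2.80), and HS372_00320 with 24 and 354 counts (-4.34). HS372_02072 had 20 and 289 counts (-4.31), HS372_01285, a putative periplasmic iron-binding protein, had 652 and 5910 (-3.65), and HS372_02073 had 61 and 528 (-3.58).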

When B or P condition was compared to the stationary-phase culture (S), a notable increase in the number of up-regulated genes was observed (Figure 8 and Table 3). Filtered lists of DEGs for B vs P, P vs S and B vs S are shown in Additional files 3, 4 and 5, respectively. 

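Against the stationary library, 300 genes were up in both the biofilm and the planktonic library and 355 were down in both. Only 1 gene changed in opposite directions. Both comparisons use the same stationary library, so its own deviations enter both. Of the genes up in both, 245 were not up in biofilm against planktonic culture, and of those down in both, 288 were not down. A further 138 genes were up only in biofilm against stationary culture and 76 only in planktonic against stationary culture. The corresponding numbers of down-regulated genes were 122 and 62. With a Benjamini-Hochberg adjusted threshold, 184 genes were up in both comparisons with the stationary library and 235 were down in both.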

A large number of up- and down-regulated genes were shared between B vs S and P vs S comparisons (Figure 9A and B), although a considerable amount was unique to each condition. Fifty-five genes were up-regulated in all three comparisons, which included 8 ribosomal proteins. 

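In the counts 55 genes were up in all 3 comparisons, and the product names that the paper's supplement gives include a ribosomal protein for 8 of them. L33 (HS372_02196) had 1358 counts in biofilm, 461 in planktonic and 77 in stationary culture, with a log2 fold change of 1.72 (interval 1.57 to 1.88) for biofilm against planktonic and 2.11 (1.76 to 2.48) for planktonic against stationary culture. S20 (HS372_00181) had 2461, 911 and 164 counts, with log2 fold changes of 1.60 and 2.01. L34 (HS372_00046) changed least between biofilm and planktonic culture, with 2350, 1470 and 239 counts and log2 fold changes of 0.84 and 2.15. The others were L25, L27, L28, L11 and L36 2. With total counts in place of TMM normalization, 4 of the 8 no longer passed the threshold in biofilm against planktonic culture: L34 (log2 fold change 0.75), L11 (HS372_02118, 0.76), L28 (HS372_02197, 0.80) and L36 2 (HS372_02090, 0.87). At an adjusted threshold 8 genes remained up in all 3 comparisons, and at a dispersion of 0.16 only 1. Of the 55 genes, 20 are annotated as hypothetical proteins.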

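The 56 genes were up in biofilm against planktonic culture and not up in either comparison with the stationary library. Of these, 26 were down in planktonic against stationary culture, and 3 of the 26 were also down in biofilm against stationary culture. The remaining 30 passed the threshold in neither. The phrase transcriptional regulator is in the product names of 6. HS372_00056 (y4mF family) had 441 counts in biofilm, 128 in planktonic and 217 in stationary culture, a log2 fold change of 1.94 (interval 1.66 to 2.24) for biofilm against planktonic culture and -1.23 (-1.56 to -0.91) for planktonic against stationary culture. HS372_00246 had 68, 22 and 64 counts (log2 fold changes 1.78 and -2.00), and HS372_00860 had 1984, 929 and 1211 counts (1.26 and -0.85). HS372_02120 had 37, 13 and 13 counts (1.66 and -0.46), HS372_00962 had 195, 98 and 107 counts (1.15 and -0.59) and HS372_01975 (immR) had 110, 61 and 53 counts (1.01 and -0.26). With total counts in place of TMM normalization, HS372_01975 no longer passed the threshold (log2 fold change 0.93). At an adjusted threshold 9 genes were up only in biofilm against planktonic culture.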

On the other hand, 56 up-regulated genes were unique to the biofilm and included, among others, six transcriptional regulators, possibly involved in biofilm formation (Additional file 6).

**Table 3:** **Summary of the differential expression analysis performed with edgeR tool (** ***P*** **-value < 0.05)**

**Comparison**	**Up**	**Down**	**Total**	^**4**^ **Genome (%)**
^1^B vs ^2^P	212	213	425	19
B vs ^3^S	538	571	1109	49
P vs S	376	417	793	35

^1^Biofilm.

^2^Planktonic.

^3^Stationary phase.

^4^2259 of the 2317 annotated protein-coding genes were taken as total (at least one count per million (cpm) in at least two samples).

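Each deposited count list holds 2318 locus tags in the same order, and 2260 of them had at least 1 cpm in at least 2 of the 3 libraries. With the totals given above, 1 cpm is 1.3 counts in the biofilm library, 1.37 in the planktonic library and 0.95 in the stationary library. The filter removed 58 genes. The libraries had 52, 40 and 45 genes with 0 counts.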

Percentages of differentially expressed genes are also shown for each comparison.

**Figure 8:**
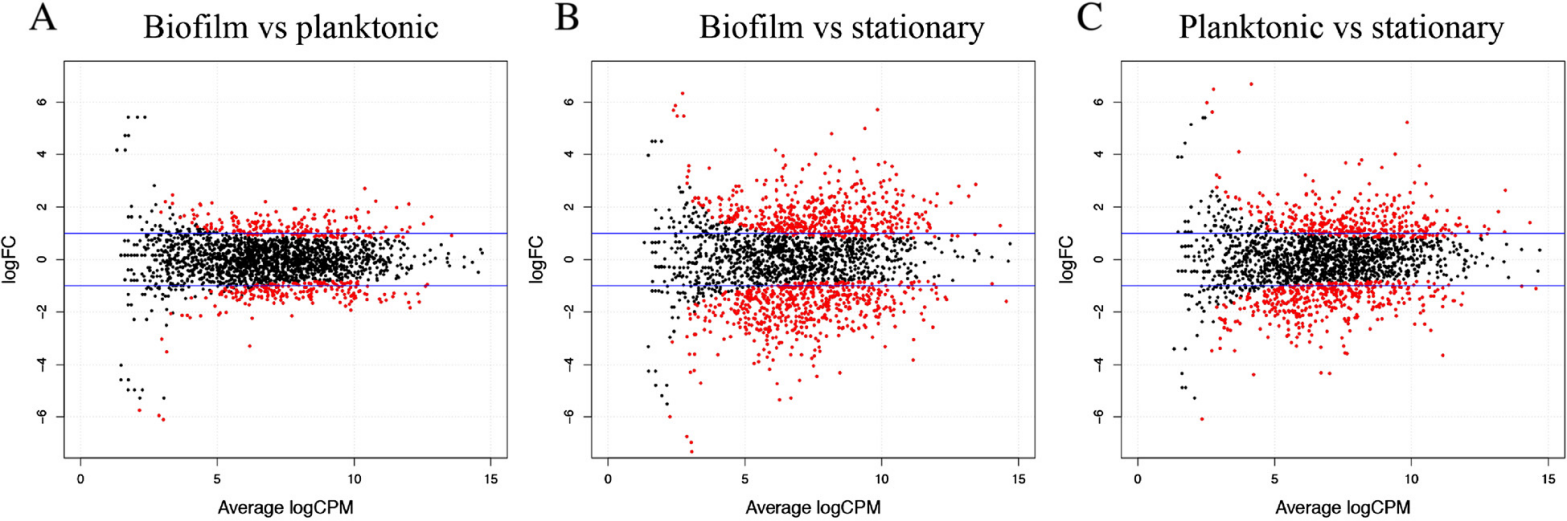
**Identification of** ***H. parasuis*** **genes differentially expressed.** MA plots generated by EdgeR showing transcript expression profiles in the three comparisons performed: biofilm vs planktonic **(A)**, biofilm vs stationary phase **(B)** and planktonic vs stationary phase **(C)**. For each gene, log_2_(fold change) between the two conditions is plotted (M, y axis) against the gene’s log_2_(average expression) in the two samples (A, x axis). The blue lines indicate 2-fold changes. Red dots highlight the genes at 5% *P*-value.

**Figure 9:**
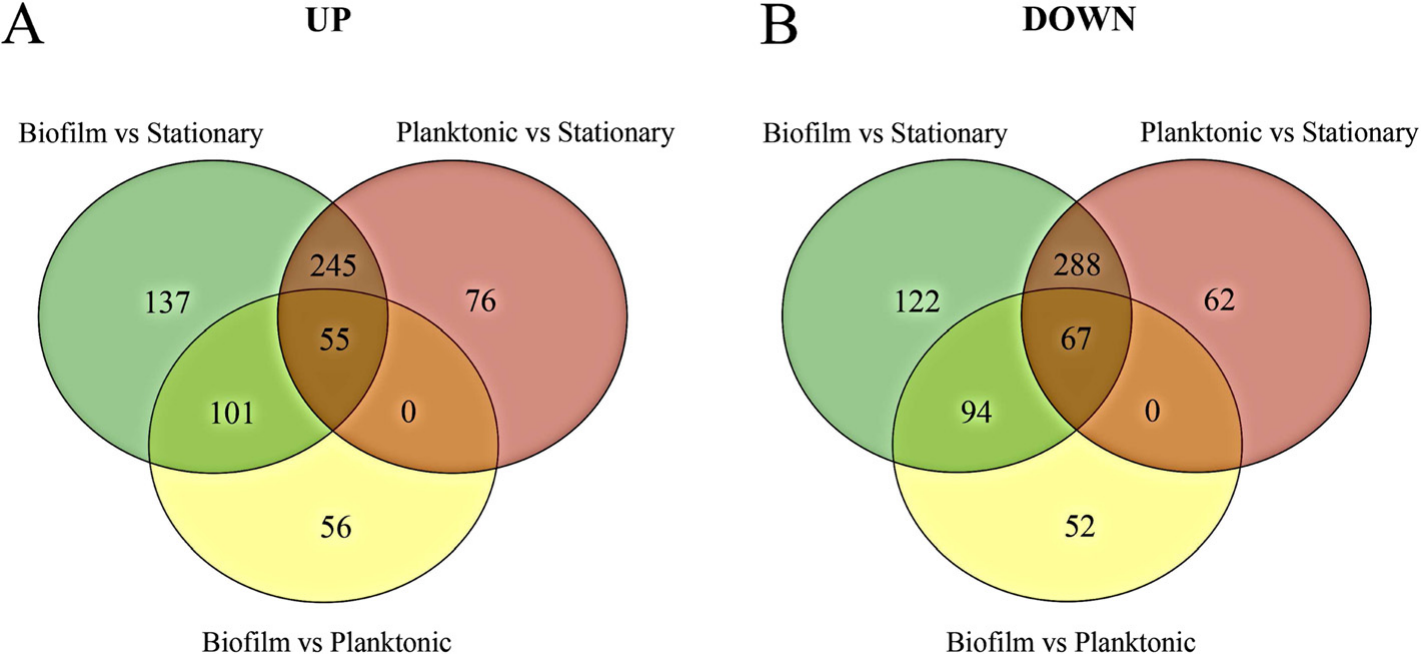
**Comparison of** ***H. parasuis*** **genes that were up- or down-regulated.** Venn diagrams of *Haemophilus parasuis* genes identified as up**- (A)** and down-regulated **(B)** under different growth states.

Blast2GO allowed 76% of GO term assignment to *H. parasuis* proteome, with a good GO level distribution (mean level = 6.8; SD = 2.7) and more than 8 K annotations. Enrichment analysis of the DEGs (*P* < 0.05) identified a large number of up- or down-regulated pathways (Additional file 7). Analysis was visualized performing Venn diagrams (Additional files 8 and 9). All three comparisons shared the enriched up-regulated GO term “structural constituent of ribosome”. 

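Of the 54 genes that the paper's supplement lists under structural constituent of ribosome, 9 were up and 19 were down in biofilm against planktonic culture. In biofilm against stationary culture 26 were up and 12 down, and in planktonic against stationary culture 30 were up and 0 down. The median log2 fold change of the set was -0.26, 0.73 and 0.92 in the 3 comparisons. Set against 10000 random gene sets of the same size matched on mean expression, these medians lay at percentiles 0.77, 96 and 100. In biofilm against planktonic culture 16.7% of the set was up against 9.4% of all genes tested, and 35.2% was down against 9.4%. These percentiles describe the 3 libraries and carry no replicate error.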

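Members of each term were taken from the paper's supplement. Of the 11 genes for response to oxidative stress, 6 were up and 2 down in biofilm against stationary culture, and 5 up and 3 down in planktonic against stationary culture. The set's median log2 fold changes were 1.62 and 0.17, at percentiles 99.9 and 60 of random sets matched on mean expression. Of the 30 iron ion binding genes, 12 and 11 were up and 7 and 9 down, with medians of 0.62 (percentile 95) and 0.39 (percentile 92.4). Of the 7 peroxidase genes, 4 were up in each comparison and 1 and 2 down, with medians of 1.62 (percentile 99.2) and 1.37 (percentile 99.8). Of the 10 unfolded protein binding genes, 7 and 5 were up and 1 was down in each, with medians of 0.92 (percentile 87) and 0.76 (percentile 89.1). The listing of ribosome biogenesis gives 77 of its 89 genes, with changed genes listed ahead of the rest. Of these, 32 were up and 19 down in biofilm and 37 up and 4 down in planktonic culture, with medians of 0.36 (percentile 72) and 0.69 (percentile 99.96). The 77 genes may lean towards changed genes, so these shares and percentiles are not those of the whole term. The share up among all genes tested was 23.8% in biofilm and 16.6% in planktonic culture against stationary culture.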

Enrichment of B vs S and P vs S shared the following GO terms: activation of response to oxidative stress, iron ion binding, ribosome biogenesis, unfolded protein binding and peroxidase activity pathways, indicating the importance of these functions for both biofilm and planktonic growth. Interestingly, protein folding, cell outer membrane, protein secretion, and sequence-specific DNA binding (transcriptional regulators) GO terms were up-regulated specifically in B vs S and B vs P comparisons, which could indicate specific biofilm pathways. 

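Of the 24 protein folding genes, 5 were up and 0 down in biofilm against planktonic culture, and 13 up and 1 down in biofilm against stationary culture. The median log2 fold changes of 0.56 and 0.88 lay at percentiles 99.9 and 96.2 of random sets matched on mean expression. Of the 29 cell outer membrane genes, 6 were up and 0 down against planktonic culture (median 0.36, percentile 98), and 12 up and 7 down against stationary culture (median 0.42, percentile 78.2). Of the 7 protein secretion genes, 3 and 4 were up, with medians of 1.03 (percentile 99.7) and 1.09 (percentile 93). Of the 45 genes for sequence-specific DNA binding, 18 were up and 0 down against planktonic culture, and 16 up and 4 down against stationary culture, with medians of 0.56 (percentile 100) and 0.66 (percentile 99.3). In planktonic against stationary culture the corresponding percentiles were 79.7, 50.4, 69.2 and 12 in the order given. Whether these differ between comparisons was not tested.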

Other GO terms were specific to each comparison. 

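The 3 lipopolysaccharide transport genes had log2 fold changes from 0.08 to 1.08 in biofilm against planktonic culture, and 2 of them passed the threshold. In biofilm against stationary culture 2 also passed as up, with a median of 1.43 against 0.83. In planktonic against stationary culture 0 passed. The supplement's listing of response to stress gives 46 of its 104 genes and that of DNA-dependent regulation of transcription 51 of its 102, so no position among random sets was computed for either. Among the genes listed, 16 of the stress genes were up and 0 down in biofilm against planktonic culture, and 21 of the regulation genes were up and 1 down. In each comparison with stationary culture 16 of the stress genes were up and 4 down. Of the regulation genes 19 were up and 8 down in biofilm and 9 up and 8 down in planktonic culture, each against stationary culture. The listings put the changed genes ahead of the others, so these shares are not the shares of the whole terms.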

A total of 20 up-regulated GO terms were specific to B vs P comparison, such as lipopolysaccharide transport, response to stress or DNA-mediated regulation of transcription (transcriptional regulators) (Additional file 9). The same analysis was performed for down-regulated genes and showed that membrane-related genes were over-represented among these genes in all three comparisons. These membrane-related genes were related to transport, more especially to sodium ion transport or phosphoenolpyruvate-dependent sugar phosphotransferase system (PTS). 

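Of the 26 sodium ion transport genes, 14 were down and 0 up in biofilm against planktonic culture, 19 down and 1 up in biofilm against stationary culture, and 10 down and 0 up in planktonic against stationary culture. The median log2 fold changes were -0.95, -1.67 and -0.74, at percentiles 0, 0 and 0.34 of random sets matched on mean expression. Of the 15 genes for the phosphoenolpyruvate-dependent sugar phosphotransferase system, 6, 9 and 9 were down and 1, 2 and 1 up in the same order, with medians of -0.83, -2.58 and -1.40 at percentiles 0.01, 0 and 0. These sets were at percentile 2.5 or below in every comparison and under each alternative of filter, prior count and matching tried. Another scaling shifts all genes of a comparison nearly alike and so is no check of these positions. The paper named these terms because they were enriched among DEGs of the same libraries, so an extreme position follows in part from the choice. The random sets draw genes singly and do not keep neighbouring genes together, so they may spread less than sets of neighbouring genes would.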

B vs S and P vs S detected down-regulated genes related to nutrient transport, such as ions, amino acids or monosaccharides, which indicate common pathways in biofilm and planktonic conditions. 

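Of the 10 monosaccharide transport genes, 6 were down and 0 up in each comparison with the stationary library, with median log2 fold changes of -1.79 for biofilm (percentile 0.15 of random sets matched on mean expression) and -1.58 for planktonic culture (percentile 0.06). In biofilm against planktonic culture 0 of them passed the threshold. Of the 18 amino acid transport genes, 9 were down and 1 up in biofilm against stationary culture (median -0.95, percentile 1.87), and 2 were down and 2 up in planktonic against stationary culture (median -0.06, percentile 51.7). In biofilm against planktonic culture 6 of the amino acid transport genes were down and 1 up (median -0.68, percentile 0.07).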

On the other hand, some enriched GO terms were specific to biofilm, as evidenced by the B vs P comparisons. 

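In biofilm against planktonic culture 19 of the 54 structural ribosomal genes were down and 9 were up, and the 2 groups lay apart in locus-tag order. All 19 that were down carry tags from HS372_01674 to HS372_01680 or from HS372_01714 to HS372_01728. Log2 fold changes of the whole set ran from -1.77 to 1.72. The 25 structural ribosomal genes tagged from HS372_01674 to HS372_01684 or from HS372_01714 to HS372_01730 had a median log2 fold change of -1.30, and the other 29 a median of 0.11. None of these 29 was down and 9 were up. These tag ranges were chosen after the calls were seen. The ribosomal genes up in this comparison include L33 (HS372_02196), S20 (HS372_00181) and L25 (HS372_02288).

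**Figure D1:**
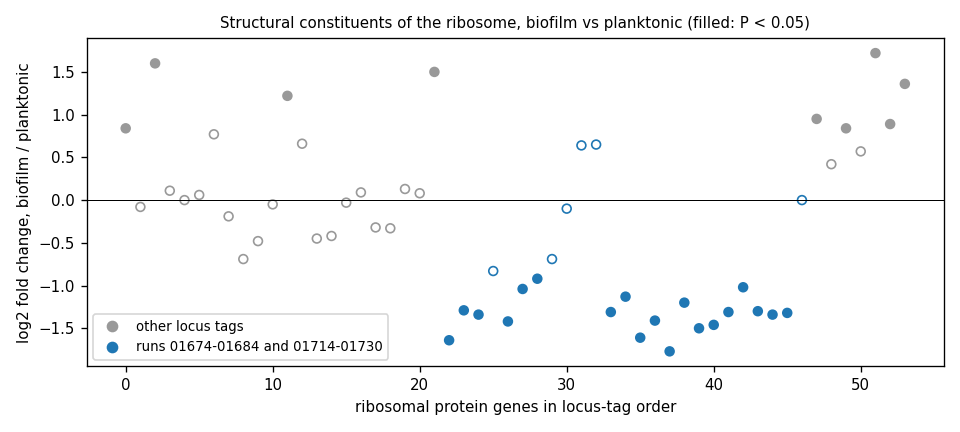
Log2 fold change of biofilm over planktonic culture (vertical axis) for the 54 structural ribosomal protein genes in locus-tag order (horizontal axis), 1 library per condition. Filled points passed the unadjusted threshold, and the 25 blue points, with a median of -1.30, include all 19 genes that were down.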

For instance, GOs related to translation (ribosomal proteins) were among the most significantly down-regulated, which suggest a possible low metabolic state, but these enriched GO terms were caused by different ribosomal proteins than the ones responsible for the shared enriched up-regulated GO term (Additional file 9).

The F9 surface-associated proteins were predicted using Phobius and the conservation of the up-regulated ones was examined by tBLASTn in the 14 *H. parasuis* genomic sequences available in GenBank. The number of predicted membrane proteins up-regulated in F9 grown under biofilm conditions (B vs S) was 148 from a total of 538. 

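The supplement that lists the membrane-related genes has 138 genes, which the paper took from those differentially expressed in biofilm in the same libraries. An increase in biofilm against stationary culture was thus fixed in advance. The comparison with planktonic culture shares the biofilm library, so increases there follow in part from the choice. The shares below were not set against those of all genes up in biofilm against stationary culture. All 138 were up in biofilm against stationary culture in the counts, with log2 fold changes from 0.82 to 5.72. Against planktonic culture 53 of them were up and 1 was down, and 127 had a log2 fold change above 0. In planktonic against stationary culture 67 were up.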

The majority of the predicted membrane proteins were well conserved among the majority of strains, including a 28 kDa outer membrane protein (HS372_00711), Omp P5 precursor (HS372_01222), PilQ (HS372_02002) and Omp85 (HS372_00165) (Additional file 10). 

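The 28 kDa outer membrane protein (HS372_00711) had 553 counts in biofilm, 315 in planktonic and 46 in stationary culture, a log2 fold change of 3.28 (interval 2.85 to 3.75) against stationary and 0.97 (0.77 to 1.18) against planktonic culture. The Omp P5 precursor (HS372_01222) had 2402, 1686 and 573 counts. Its log2 fold change was 1.76 (1.63 to 1.90) against stationary culture and 0.67 (0.58 to 0.76) against planktonic culture, where it did not pass the threshold (P = 0.105, edgeR's exact test). Omp85 (HS372_00165) had 6181, 4515 and 2174 counts, with log2 fold changes of 1.20 and 0.61, the latter not past the threshold. PilQ (HS372_02002) had only 21, 9 and 4 counts. Its log2 fold change of 2.06 against stationary culture has an interval from 0.52 to 4.09 (P = 0.0245, edgeR's exact test), and that of 1.37 against planktonic culture an interval from 0.20 to 2.69 (P = 0.056, edgeR's exact test). Of the 138 genes in the list, 99 are marked as present in at least 10 of the 14 strains.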

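OmpW (HS372_00498) had 157 counts in biofilm, 91 in planktonic and 7 in stationary culture, a log2 fold change of 4.16 (interval 3.10 to 5.52) against stationary culture and 0.95 (0.57 to 1.34) against planktonic culture. With total counts in place of TMM normalization, OmpW did not pass the threshold against planktonic culture (0.86). The prophage integrase (HS372_00596) had 813, 609 and 116 counts, with log2 fold changes of 2.50 and 0.58, the latter not past the threshold. For the filamentous hemagglutinin (HS372_01074), the log2 fold change of planktonic against stationary culture was 1.26 (1.09 to 1.43), larger than that of biofilm. This gene had 855 counts (657.3 cpm) in biofilm and 1230 counts (897.1 cpm) in planktonic culture. In stationary culture it had 392 cpm (95% Wilson interval 354.2 to 433.9). Its log2 fold change was 0.89 (0.72 to 1.07) against stationary culture and -0.36 (-0.49 to -0.24) against planktonic culture, not past the threshold (P = 0.384, edgeR's exact test), and with total counts the former did not pass either (0.75). HS372_00147 had 231, 80 and 34 counts and was up against both cultures, with log2 fold changes of 2.45 and 1.69. HS372_02390 had 88, 49 and 31 counts (1.20 and 1.00) and HS372_02391 had 89, 56 and 28 (1.36 and 0.83, the latter not past the threshold). With total counts HS372_02390 did not pass against planktonic culture (0.92). HS372_00611 and HS372_01332 rest on 7 and 6 counts in biofilm and 0 in stationary culture, so the size of their change could not be determined at this depth. HS372_01332 had 13 counts in planktonic culture and passed as up in planktonic against stationary culture under each scaling tried. Its change in biofilm against stationary culture did not pass the threshold with DESeq2 size factors or with total counts. In the list of membrane genes, 18 are marked as present in at most 2 of the 14 strains.

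**Figure D2:**
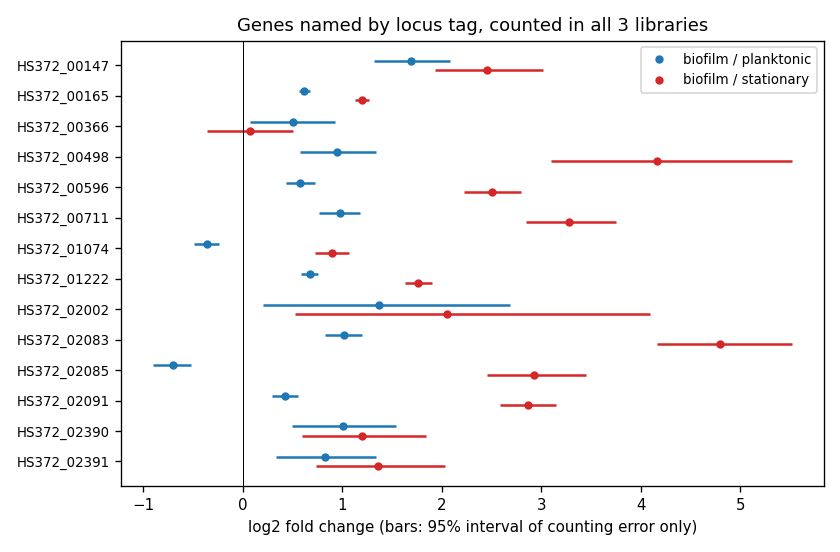
Log2 fold change (horizontal axis) of biofilm over planktonic culture (blue) and over stationary culture (red) for the genes that the text names by locus tag and NapC, where each library had counts. Bars are 95% Clopper-Pearson intervals of counting error only. Against planktonic culture the filamentous hemagglutinin (HS372_01074) lies at -0.36, and OmpW (HS372_00498) lies at 0.95.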

Others were found exclusively in non-virulent isolates, such as OmpW (HS372_00498), prophage CP4-57 integrase (HS372_00596), filamentous hemagglutinin FhaB (HS372_01074) or five hypothetical proteins (HS372_00147, HS372_01332, HS372_02390, HS372_00611 and HS372_02391) (Additional file 10). Additionally, FhaC (annotated as TpsB) was also found only in the non-virulent strains (Additional file 10).

*H. parasuis* gene expression during biofilm and planktonic growth was compared to transcriptomic data of *A. pleuropneumoniae*, another swine pathogen member of the *Pasteurellaceae* family, from a previous study [24]. Although preliminary analysis showed that *A. pleuropneumoniae* and *H. parasuis* F9 shared only 60% of the genome, some common up-regulated genes were found under biofilm condition (Table 4), but no predominant pathways were detected, suggesting different regulatory networks for these two species. 

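Of the 38 H. parasuis genes in Table 4, 9 were up in biofilm against planktonic culture and 17 in biofilm against stationary culture, 6 of them in both. The other 18 passed the threshold in neither comparison and 0 were down. All 38 had a log2 fold change above 0 against stationary culture, from 0.06 to 4.79, and 32 had one above 0 against planktonic culture. The median log2 fold change of the 38 genes was 0.45 against planktonic culture and 0.81 against stationary culture, at percentiles 99.98 and 99.7 of random sets matched on mean expression. The paper chose these as common up-regulated genes, and lists them in falling order of the log2 fold change against stationary culture. If a value above 0 was the criterion, it was fixed in advance that all 38 lie above 0 there. The high positions follow at least in part from the choice.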

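In Table 4 the product name NapC is paired with HS372_02083 and yccM with HS372_02085, and HS372_02091 is the 50S ribosomal protein L31 type B. NapC (HS372_02083) had 689 counts in biofilm, 381 in planktonic and 20 in stationary culture, a log2 fold change of 1.02 (interval 0.83 to 1.20) against planktonic and 4.79 (4.16 to 5.52) against stationary culture. HS372_02085 had 358, 654 and 38 counts. It was up against stationary culture by a log2 fold change of 2.93 (2.45 to 3.45) and had one of -0.71 (-0.90 to -0.52) against planktonic culture, not past the threshold (P = 0.0954, edgeR's exact test). HS372_02091 had 1071, 894 and 119 counts, with log2 fold changes of 0.42 and 2.86. The lipoprotein gene HS372_00366 had 105, 83 and 81 counts. Its log2 fold changes of 0.50 (0.07 to 0.93) against planktonic and 0.07 (-0.36 to 0.50) against stationary culture did not pass the threshold, and the latter was -0.08 with total counts in place of TMM normalization. HS372_01222 had 2402, 1686 and 573 counts, with log2 fold changes of 0.67 and 1.76.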

Notably, proteins related to anaerobic metabolism such as cytochrome c-type protein NapC (HS372_02085) or putative electron transport protein yccM (HS372_02091) and some lipoproteins (HS372_01222 and HS372_00366) were found in both bacteria.

**Table 4:** **Common up-regulated genes between** ***Haemophilus parasuis*** **F9 and** ***Actinobacillus pleuropneumoniae*** **when grown in biofilm condition**

***H. parasuis*** **(this study) vs** ***A. pleuropneumoniae*** **[** 22 **]**		
***H. parasuis*** **F9**	**App**	**Product**
HS372_02083	APL_1425	Cytochrome c-type protein NapC
HS372_02085	APL_1427	Putative electron transport protein yccM
HS372_02091	APL_1821	50S ribosomal protein L31 type B
HS372_00945	APL_1440	High-affinity zinc uptake system protein znuA precursor
HS372_00147	APL_1894	hypothetical protein
HS372_02009	APL_1423	Putative esterase
HS372_02012	APL_0433	Peptide methionine sulfoxide reductase MsrB
HS372_01222	APL_0460	Outer membrane protein P5 precursor
HS372_00060	APL_1206	putative ribonuclease FitB
HS372_01900	APL_1173	Nicotinamide riboside transporter pnuC
HS372_00666	APL_0442	vancomycin high temperature exclusion protein
HS372_01587	APL_0484	Alpha-aminoadipate--lysW ligase lysX
HS372_02062	APL_0038	hypothetical protein
HS372_00364	APL_0222	Putative lipoprotein/NMB1162 precursor
HS372_01892	APL_0133	Cys regulon transcriptional activator
HS372_00988	APL_1295	Arginine repressor
HS372_02252	APL_1873	Succinyl-diaminopimelate desuccinylase
HS372_02064	APL_0036	hypothetical protein
HS372_01893	APL_0134	hypothetical protein
HS372_01521	APL_1320	Thiamine import ATP-binding protein ThiQ
HS372_02387	APL_1059	Integrase core domain protein
HS372_00061	APL_1207	prevent-host-death family protein
HS372_00916	APL_0423	Ribonuclease HI
HS372_01200	APL_0593	Inosine-5’-monophosphate dehydrogenase
HS372_01950	APL_1574	Putative hydrolase ydeN
HS372_02244	APL_0254	Cytosol non-specific dipeptidase
HS372_01281	APL_1230	Phosphoserine phosphatase
HS372_01385	APL_0967	Glutamate permease
HS372_01220	APL_0463	Putative phosphinothricin acetyltransferase YwnH
HS372_01490	APL_0928	hypothetical protein
HS372_01179	APL_1499	Threonine synthase
HS372_02366	APL_0395	Sigma-E factor negative regulatory protein
HS372_01208	APL_0895	Formate dehydrogenase-N subunit gamma
HS372_01221	APL_0461	putative phosphatase YwpJ
HS372_02265	APL_0687	D-lactate dehydrogenase
HS372_01342	APL_1448	Spermidine/putrescine import ATP-binding protein PotA
HS372_00366	APL_0220	Putative lipoprotein/NMB1164 precursor
HS372_00099	APL_1853	Ketol-acid reductoisomerase

## Discussion

In the present study, we used well-characterized virulent and non-virulent strains of *H. parasuis* from our collection [13]. We found that most nasal strains (4/5) were strong-biofilm producers whereas most systemic strains (8/9) formed no biofilm or were very weak-biofilm producers. Similarly, a strong association was found between MLST clusters [2] and biofilm formation. Strains of MLST cluster C (which are associated with nasal isolation) formed more biofilms than strains of MLST cluster A (which are isolated from systemic lesions). Similarly, the presence of autotransporter *vtaA* group 1 genes and of sialyltransferase *lsgB* gene associated with virulent strains [13,48], and was not associated with strong biofilm formation. Overall, our results are in agreement with Jin et al. [19] who observed that, generally, serovars considered non-virulent showed a higher degree of biofilm formation than virulent serovars. Although it is important to note that a strict relationship between serovars and virulence in *H. parasuis* has not been demonstrated [1].

The use of CLSM and fluorescent probes showed the presence of PGA, proteins, and eDNA in the biofilm matrix of *H. parasuis* nasal, high-biofilm producer strains F9 and MU21-2 and of the weak-biofilm producer strains Nagasaki and ER-6P recovered from lesions of pigs with Glässer’s disease. This is, to the best of our knowledge, the first report of the presence of PGA and proteins in the biofilm matrix of *H. parasuis*. PGA is the major component of the biofilm matrix of several bacteria including other *Pasteurellaceae* members such as *A. pleuropneumoniae* and *Aggregatibacter actinomycetemcomitans* [18,49]. Nevertheless all 4 strains tested were resistant to dispersin B. All strains were however sensitive to a proteinase K treatment suggesting that proteins play a larger role than PGA in *H. parasuis* biofilm formation. Tang et al. [50] have shown that treatment with the staphylococcal nuclease NUC1 decreased slightly the biofilm formation of *H. parasuis* strain 0322. This is in agreement with results of this study showing the presence of eDNA in the biofilm matrix of *H. parasuis* and the high sensitivity of strain F9 biofilm to DNase I digestion.

This is also the first description of *H. parasuis* biofilm formation under shear force in a drip-flow reactor and a microfluidic system. Interestingly, similar biofilm phenotypes (i.e. high-producer vs weak-producer) were observed when static or controlled flow conditions were used. The drip-flow apparatus is a system that it is thought to create an environment with an air-liquid interface which closely resembles the lung environment [23]. Under the conditions we selected, the two strains with a strong-biofilm phenotype, MU21-2 and F9, produced visible biofilms while a thin film was observable for Nagasaki and ER-6P, which are strains with a weak-biofilm phenotype under static conditions. We also used the BioFlux flowthrough device, a high throughput microfluidic system that has been recently tested for the growth of dental plaque bacteria biofilms [51] and *Pseudomonas aeruginosas* biofilms [25]. Again, strains Nagasaki and ER-6P did not form biofilms under the conditions tested but strains MU21-2 and F9 formed biofilms that rapidly blocked the microfluidic channel. This microfluidic system can therefore be used to study biofilm formation of *H. parasuis* but for short incubation periods. This potentially can be used to investigate genes involved in the early steps of biofilm formation and, if the appropriate tools are combined, to study real-time gene expression during the early steps as demonstrated in *Staphylococcus aureus* [52].

The genes involved in *H. parasuis* biofilm formation are currently not known. Recently, it was reported that both *galU* and *galE* genes seemed to play a role in biofilm formation of *H. parasuis* [12]. A *galU* mutant was unable to form biofilm in a glass tube while a *galE* mutant produced more biofilm than the parent wild-type strain. Surprisingly however, the *galU* mutant also showed an increased tendency to autoagglutinate which is usually associated with a greater ability to form biofilm. 

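Across the 2260 genes tested, the median absolute log2 fold change was 0.507 between the biofilm and planktonic libraries, 0.740 between planktonic and stationary and 1.019 between biofilm and stationary. Redrawing the counts 100 times from Poisson distributions gave half-widths of 0.0154, 0.0219 and 0.0178, so the differences between comparisons exceed counting error. They have no replicate check. The order was the same with DESeq2 size factors, total counts, no filter, a stricter filter and a larger prior count. A change of at least 2-fold was seen in 19.5% of genes between biofilm and planktonic culture, in 35.9% between planktonic and stationary and in 50.6% between biofilm and stationary. Across genes, which are not independent replicates, Pearson's correlation of log2(cpm + 1) was 0.956 for biofilm and planktonic, 0.903 for planktonic and stationary and 0.841 for biofilm and stationary culture, and Spearman's was 0.959, 0.898 and 0.828. The stationary culture was also the only one that was shaken. The paper does not say whether the biofilm and planktonic cells shared wells, which could also bear on their similarity. From the transcriptome, the paper states that biofilm and planktonic cultures were similar but not identical, and that the differences from the stationary culture were greater.

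**Figure D3:**
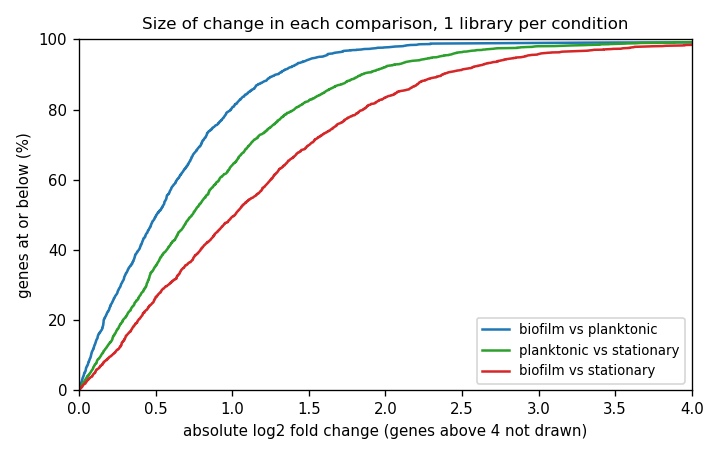
Share of the 2260 genes tested (vertical axis, %) with an absolute log2 fold change at or below the value on the horizontal axis, for each pair of libraries. The curve for biofilm and planktonic culture, with a median of 0.507, lies to the left of those with the stationary library, with medians of 0.740 and 1.019.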

Here, the transcriptome of *H. parasuis* F9 strain showed that static biofilm and planktonic cultures are in similar biological states but not identical, whereas greater differences in gene expression were evident when compared to stationary-phase culture. Subtle differences in gene expression between biofilm and planktonic cells have been also reported for other bacterial species [53,54]. In addition to identifying DEGs related to metabolism, gene enrichment allowed the identification of a large proportion of membrane-related genes among the up-regulated genes in biofilm, including some that have been reported for other bacterial species [53,54]. The conservation of some highly expressed membrane-protein genes in biofilms among the 14 *H. parasuis* genomes available indicates that those may not specifically associate with biofilm formation. A sub-set of these up-regulated membrane-protein genes, such as the type IV pilus biogenesis protein *pilQ*, may be involved in adhesion to different abiotic and biotic surfaces. Interestingly, some up-regulated genes, such as *fhaB* and *fhaC* (*tpsB*) or *ompW*, were only found in the genome of non-virulent strains. This finding, together with the fact that non-virulent strains formed stronger biofilms, suggests a possible role of these genes in biofilm formation. In fact, Fha and OmpW, together with type IV pilus, have been shown to play a role in biofilm formation in other bacteria [55,56]. Additionally, some lipoproteins, such as lipoprotein Plp4, as well as signs of anaerobic metabolism were evidenced in the biofilms of *H. parasuis* and *A. pleuropneumoniae*, which may indicate a potential role in biofilm formation of both bacterial species. The function of specific genes in biofilm formation will need further confirmation.

Interestingly, experimental infections in snatch-farrowed, colostrum-deprived piglets showed that the *H. parasuis* strains that proceeded to invade the host were not maintained well in the nasal cavities of the piglets [57]. This suggests changes in the bacteria from a “colonizing state” to an “invasive state”, which could be modulated by the ability of each animal to control the infection. In the light of the results of the present study, these changes from a “colonizing state” to an “invasive state” could also be due to the ability of a given bacterial strain to form or not a robust biofilm. We propose that biofilm formation might allow the non-virulent strains to colonize and persist in the upper respiratory tract of pigs. Conversely, the predominant planktonic state of the virulent strains might allow them to disseminate within the host. This latter statement is supported by the inhibition of biofilm formation by fibrinogen. It is worth noting that a recent study on the human pathogen *Streptococcus pneumoniae* showed that biofilm formation in vivo is associated with reduced invasiveness and a dampened cytokine response [58]. High-biofilm production phenotype might therefore not always be linked to virulence.

## Additional files

Additional file 1:
***Haemophilus parasuis*** **biofilm formation under static conditions in microtiter plates. (A)** Medians of biofilm formation for strains that are sensitive or show intermediate resistance to serum (*n* = 9) or for strains that are resistant to serum (*n* = 5). **(B)** Medians of biofilm formation for strains negative (*n* = 5) or positive (*n* = 9) for *vtaA* group 1 genes. **(C)** Medians of biofilm formation for strains belonging to MLST cluster C (*n* = 5) or strains belonging to MLST cluster A (*n* = 7). **(D)** Medians of biofilm formation for strains negative (*n* = 8) or positive (*n* = 6) for the sialyltransferase gene *lsgB*. Differences between the median of the two groups of strains were not statistically significant (**A**: *p* = 0.059; **B**: *p* = 0.189; **C**: *p* = 0.202; **D**: *p* = 0.228). Additional file 2:
**Mapping of RNA sequencing reads to the** ***H. parasuis*** strain F9 genome. Overview of the mapping **(A)** and read counts **(B)** results. Mapping quality (MAPQ) shows that most of the reads were aligned with MAPQ ≥ 20 but a considerable percentage of reads were not taken into account for differential expression because mapping to non-protein coding regions, particularly for stationary culture sample. Additional file 3:
**List of** ***H. parasuis*** **strain F9 genes differentially expressed in biofilm vs planktonic cells.** Differentially expressed genes in biofilm versus planktonic *H. parasuis* cells (FDR < 0.05). 

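The list holds the 425 genes with an unadjusted P-value under the threshold. Its FDR column, the Benjamini-Hochberg adjusted P-value, is below 0.05 for 106 of them. In the counts 425 genes passed the unadjusted and 106 the adjusted threshold.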

Sorted by logFC. *Actinobacillus pleuropneumoniae* (App) first BLASTp hits are also shown. Additional file 4:
**List of** ***H. parasuis*** **strain F9 genes differentially expressed in planktonic vs stationary phase cells.** Differentially expressed genes in planktonic versus stationary *H. parasuis* cells (FDR < 0.05). 

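The list holds 793 genes selected by the unadjusted P-value. For 497 of them the FDR column is below 0.05, and 497 genes passed that adjusted threshold in the counts, 222 up and 275 down in planktonic culture.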

Sorted by logFC. *Actinobacillus pleuropneumoniae* (App) first BLASTp hits are also shown. Additional file 5:
**List of** ***H. parasuis*** **strain F9 genes differentially expressed in biofilm vs stationary phase cells.** Differentially expressed genes in biofilm versus stationary *H. parasuis* cells (FDR < 0.05). 

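The list holds 1109 genes selected by the unadjusted P-value, of which 911 have an FDR below 0.05. In the counts 1110 genes passed the unadjusted threshold and 912 the adjusted one, 432 up and 480 down in biofilm.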

Sorted by logFC. *Actinobacillus pleuropneumoniae* (App) first BLASTp hits are also shown. Additional file 6:
**List of** ***H. parasuis*** **strain F9 up-regulated genes or unique to biofilm.** *Haemophilus parasuis* F9 genes up-regulated in all three comparisons (biofilm vs planktonic; biofilm vs stationary phase; planktonic vs stationary phase) or unique to biofilm. Additional file 7:
**List of gene ontology (GO) terms following enrichment analysis of** ***H. parasuis*** **strain F9 differentially expressed genes.** Enriched Gene Ontology biological process and cellular component nodes among up-regulated genes (FDR < 0.001). No enriched CC GO terms were found for biofilm vs planktonic comparison. Additional file 8:
**Visualization of gene ontology (GO) terms following enrichment analysis of** ***H. parasuis*** **strain F9 differentially expressed genes.** Venn diagrams of *Haemophilus parasuis* enriched Gene Ontology (GO) terms among the subsets of differentially expressed genes identified as up- **(A)** and down-regulated **(B)** under different growth states. Only most specific GO terms are shown. Additional file 9:
**List of** ***H. parasuis*** **strain F9 GO terms shown in Additional file** 8 **diagrams.** *H. parasuis* F9 GO terms results from Additional file 8 Venn diagrams. Additional file 10:
**List of** ***H. parasuis*** **strain F9 membrane-related genes differentially expressed in biofilm compared to planktonic or stationary phase cells.** Conservation of *Haemophilus parasuis* F9 membrane-related genes differentially expressed (*P* < 0.05) in biofilms vs stationary culture or biofilms vs planktonic culture among 14 *H. parasuis* isolates. Genes are sorted by logFC. *Truncated.

How the deposited data were processed for this re-analysis (not part of the article)

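RNA of H. parasuis F9 was measured by sequencing in 1 biofilm, 1 planktonic and 1 stationary-phase library. The number of cultures behind each library is not stated. The authors removed ribosomal RNA, sequenced on an Ion Torrent PGM, mapped the reads with TMAP, kept reads with sufficient mapping quality, counted them per protein-coding gene with HTSeq and deposited the raw counts, 1 list per library, without normalization. The conditions were taken from the labels of the deposited data and the paper. The lists hold 2318 locus tags each, with totals from 948959 to 1371127 counts and a median of 1300706.

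From these counts, genes with at least 1 cpm in at least 2 libraries were kept, TMM factors were computed over the 3 libraries, and pairs of libraries were compared with the exact test of edgeR 4.0.16 in R 4.3.3, with the dispersion of 0.04 that the paper assigned, a prior count of 0.125 and an unadjusted threshold of 0.05. The 3 comparisons were biofilm against planktonic, biofilm against stationary and planktonic against stationary culture. With 1 library per condition no dispersion can be estimated from replicates, so a P-value compares libraries under an assumed dispersion, not conditions. Size factors of DESeq2 1.42.0 were used as an alternative scaling. Figures were drawn with matplotlib 3.10.9.

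Gene sets were the terms that the paper's text names, with members from its supplementary list of terms, the supplementary list of membrane genes, and the genes of Table 4. Member lists in that supplement are shortened for large terms, and a set was placed among random sets only where at least 80% of its stated members could be read. The median log2 fold change of a set was placed among 10000 random sets of the same size matched on mean expression in 10 bins, and a set was said to stand apart at percentile 2.5 or below or 97.5 or above. Sets of fewer than 5 genes were not placed. The paper named these terms for their enrichment among DEGs of the same libraries, and the random sets draw genes singly although neighbouring genes changed together, so the percentiles of all these sets are descriptions and may overstate how far a set stands apart from chance. The genes named in the text are those that the paper's results name by locus tag, NapC of Table 4, and for each comparison the 5 up- and 5 down-regulated genes with the largest change among called genes with at least 50 counts in the pair of libraries. Members of the groups that the paper counts (ribosomal proteins, transcriptional regulators) are given where it reports them. The tag ranges of ribosomal genes, and with them the genes at the ends of a range, were chosen after the values were seen. Gene products were taken from the paper's supplement.

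Intervals are 95% Clopper-Pearson intervals of the log2 ratio of a pair of counts. They cover counting error only, not variation between cultures or in library preparation. A floor of 3 counts was used for genes with 0 counts. The functions were tested on simulated counts for the real genes with 200 genes changed 4-fold at a dispersion of 0.04. Of these, 98.5% were called in the right direction, and 5.12% of unchanged genes were called. Alternatives of scaling, filter, libraries, threshold, dispersion, test, prior count and matching were listed before the data were examined. Leaving out the first line of each count list was added after seeing the data. Gene lengths, genome coordinates and reads outside protein-coding genes were not used here, and the experiments of the paper other than RNA sequencing were not analysed here.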

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

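All the tests in this part were chosen after the results they bear on had been seen. HS372_00001, the first locus tag of each count list, had 85 counts in biofilm, 64 in planktonic and 29 in stationary culture, and passed the threshold as up in biofilm against stationary culture with a log2 fold change of 1.24 (interval 0.62 to 1.91). It drew attention because it is the only called gene that the paper's lists of DEGs leave out. A candidate explanation is that the first line of each list was read as a column header. With that line left out, 2317 genes remained, 2259 passed the filter, and 538 were up in biofilm against stationary culture, the paper's numbers. The largest difference from the log2 fold changes in the paper's supplement fell from 0.00028 to 5e-06 in that comparison, from 0.0002 to 5e-06 in planktonic against stationary culture and from 8.1e-05 to 5e-06 in biofilm against planktonic culture. This concerns the handling of the table, and no biological explanation was tested for the absence of the gene from the paper's lists. The change in the gene itself has no replicate check.

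HS372_02040, annotated as a YcfA-like protein, had 665 counts in biofilm, 199 in planktonic and 273 in stationary culture. It drew attention as the only gene that passed the threshold in opposite directions against stationary culture, up in biofilm (log2 fold change 0.98) and down in planktonic culture (-0.92). Neither call against stationary culture passed with Benjamini-Hochberg adjustment. The difference between the log2 fold changes was not tested separately. The log2 fold change of biofilm against planktonic culture, 1.90, is the difference of these values and restates it. Counting error leaves a lower bound of 1.67 for that change, but 1 library per condition cannot tell it from variation between cultures. The opposite calls depend on the scaling. Of 2 other scalings, all 3 calls were kept under 1, DESeq2 size factors. With total counts the log2 fold change in biofilm against stationary culture was 0.83 and no longer passed, so that call may rest on the normalization. The signs stayed opposite under total counts, with -0.99 in planktonic against stationary culture. Biofilm against planktonic culture was then at 1.82. Gene length, GC content and reads shared with similar genes were not tested, so the pattern cannot be told apart from these.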

How the results depend on the processing

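The alternatives were set before the data were examined, except leaving out the first line of each list, which was chosen after seeing the data. The numbers of DEGs stayed within 1.5 times the reported ones, in total and in each direction, with DESeq2 size factors, total counts, no filter, at least 10 counts in every library, only the libraries compared, a 2-fold minimum, the likelihood ratio test and the first line left out. The assumed dispersion and the adjustment moved them. Within that range total counts shifted the balance of directions towards decreases. They gave 169 up and 268 down in biofilm against planktonic culture. Against stationary culture they gave 451 up and 636 down in biofilm and 337 up and 446 down in planktonic culture. No paired analysis was possible because there is 1 library per condition.

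With Benjamini-Hochberg adjustment, biofilm against planktonic culture gave 106 DEGs (52 up, 54 down) and planktonic against stationary culture 497 (222 up, 275 down), while biofilm against stationary culture stayed within 1.5 times at 912. At a dispersion of 0.01, biofilm against planktonic culture gave 875 (448 up, 427 down) and planktonic against stationary culture 1228, of which 608 were up. At a dispersion of 0.16 the 3 comparisons gave 34 (20 up, 14 down), 450 (193 up, 257 down) and 216 (84 up, 132 down), in the order biofilm against planktonic, biofilm against stationary and planktonic against stationary. The dispersion estimated from the 3 libraries treated as 1 group was 0.248, which counts any difference between conditions as noise. It gave 6 (3 up, 3 down), 251 (104 up, 147 down) and 92 (37 up, 55 down). The order of the 3 comparisons by number of DEGs was the same under each of these settings.

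The overlaps moved with the same choices. With adjustment 8 genes were up and 11 down in all 3 comparisons, and 184 were up and 235 down in both comparisons with the stationary library. Genes in both comparisons of biofilm and not in planktonic against stationary culture were 35 up and 31 down. Genes only in biofilm against planktonic culture were 9 up and 12 down, only in biofilm against stationary culture 213 up and 214 down, and only in planktonic against stationary culture 38 up and 40 down. At a dispersion of 0.16, 1 gene was up and 1 down in all 3 comparisons, and 67 were up and 114 down in both comparisons with the stationary library, 66 and 113 of them not in biofilm against planktonic culture. Genes in both comparisons of biofilm only were 9 up and 8 down, those only in biofilm against planktonic culture 10 up and 5 down, and those only in planktonic against stationary culture 17 up and 18 down. The cause was not tested beyond the setting itself.

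The median absolute log2 fold change moved by more than counting error under 2 settings. With at least 10 counts in every library it was 0.477, 0.969 and 0.696 for biofilm against planktonic, biofilm against stationary and planktonic against stationary culture, and with a prior count of 2 it was 0.484, 0.966 and 0.703. The order did not change.

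Without matching on expression, the structural ribosomal genes (percentile 99.7) and protein folding (percentile 99) stood apart in biofilm against stationary culture, which they did not with matching. Sets near the middle of the random sets crossed it in planktonic against stationary culture. Cell outer membrane was at percentile 49.7 with DESeq2 size factors and 42.9 with at least 10 counts in every library. Protein secretion was at percentile 47.9 and amino acid transport at 21.7 with that filter, and amino acid transport was at 42.2 without matching. The cause was not tested. No set that stood apart lost that position with the stricter filter, a prior count of 2 or no matching. DESeq2 size factors shift all genes of a comparison nearly alike, so they are no check of a position among random sets.

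Among the single genes named, the log2 fold change of HS372_00366 in biofilm against stationary culture was -0.08 with total counts. A further 11 changes lost their call with total counts, and 2 of these 11 also with DESeq2 size factors. With these settings and a prior count of 2, 0 gained one. Removal of a trend on gene length, matching on gene length, count rates over all features and shares of reads outside protein-coding genes were not run.

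Depth limits the genes with few counts. In biofilm against planktonic culture 20 of the 336 genes with a mean under 20 counts were called, none with an absolute log2 fold change below 1.41.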

Differences from the paper's values

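No count of genes or log2 fold change computed here differed from the paper's by more than 1.5 times at the settings of the paper's methods. The paper's average of 2 M sequence reads per sample and the mean of 1.21 M counts here are different quantities, since the counts are the reads assigned to protein-coding genes. Small differences remained. For biofilm against stationary culture 1110 DEGs were found, 539 of them up, against the paper's 1109 and 538, and 2260 genes passed the filter against the paper's 2259. With the first line of each list left out, a setting chosen after seeing the values, the numbers were 1109, 538 and 2259. In Fig. 9 the genes up only in biofilm against stationary culture number about 140, read by eye, and 138 were found here.

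The paper's captions of the lists of DEGs name an FDR threshold, while 106, 497 and 911 of the genes in the lists of biofilm against planktonic, planktonic against stationary and biofilm against stationary culture have an FDR below 0.05. The paper counts 148 predicted membrane proteins up in biofilm against stationary culture, and its supplementary list holds 138 genes. The text pairs NapC and yccM with HS372_02085 and HS372_02091. In Table 4 those tags are yccM and the ribosomal protein L31 type B, and NapC is HS372_02083. Table 4 presents genes up-regulated in biofilm, and 18 of its 38 genes passed the threshold neither against planktonic nor against stationary culture. Among these is the lipoprotein gene HS372_00366, with log2 fold changes of 0.50 and 0.07.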

Other observations

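All the tests in this part were chosen after the patterns had been seen. Genes with neighbouring locus tags changed together. Over 1449 pairs of adjacent tags with an average log2 cpm above 5, the correlation of the log2 fold changes of neighbours was 0.36 in biofilm against planktonic culture, 0.47 in biofilm against stationary culture and 0.49 in planktonic against stationary culture. The highest value in 1000 random gene orders was 0.09, 0.08 and 0.08. Noise that is independent between genes would give values near those of the random orders, so it is not a likely source of this structure. Transcription of neighbours in operons may be one source, but regional GC content and gene length were not tested, so the pattern cannot be told apart from them.

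The structural ribosomal genes divide by locus tag. In biofilm against planktonic culture the median log2 fold change was -1.30 in the 25 genes of the tag ranges HS372_01674 to HS372_01684 and HS372_01714 to HS372_01730 and 0.11 in the other 29, a difference of 1.41. The difference was also 1.41 with total counts, which a common factor per library fixes in advance, so this says nothing of other technical sources. The ranges were chosen for their decrease. Against stationary culture, comparisons that share a library with it, the same genes also had lower medians than the other 29, -0.81 against 1.80 in biofilm and 0.41 against 1.48 in planktonic culture.

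Within the first of these ranges the change rose along the tags. From S10 (HS372_01674) to S17 (HS372_01684) the log2 fold change of biofilm against planktonic culture went from -1.64 to 0.65, with a rank correlation with tag order of 0.89 over 11 genes. It was 0.97 in biofilm against stationary and 0.85 in planktonic against stationary culture. Expression level is an unlikely source, since the rank correlation of the change with mean expression was -0.25. In the other range, over all 16 genes tested there, which include 2 outside the structural ribosomal set, the correlation with tag order was 0.43 in biofilm against planktonic, 0.69 in biofilm against stationary and 0.63 in planktonic against stationary culture. The slope there had the same direction and was weaker in each comparison, which leaves open whether both runs share it. Partial degradation or uneven transcription along a message may produce such a slope, as may gene length or GC content. None of these was tested, and the slope cannot be told apart from them.

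Against stationary culture 655 genes were called in the same direction in biofilm and planktonic culture and 1 in opposite directions. In 100 simulations without any difference between conditions, the shared stationary library gave at most 30 such genes at a dispersion of 0.04 and at most 255 at 0.16. In the same simulations, tested as the real libraries were, up to 128 genes passed the threshold between biofilm and planktonic culture at a dispersion of 0.04 and up to 661 at 0.16, the latter more than the 425 observed. The number of DEGs between these libraries, taken alone, thus cannot be told apart from noise if the true dispersion is 0.16. As to directions, the simulations held no true difference between planktonic and stationary culture. They therefore cannot tell noise between biofilm and planktonic culture alone apart from the directions of the DEGs between these libraries. Of those also called in planktonic against stationary culture, 122 changed in the same direction in both, against at most 23 in the simulations at 0.16. For the overlap, noise of the shared stationary library at these assumed dispersions would give fewer genes. With 1 stationary library, however, a deviation of that culture cannot be told apart from the stationary state. Shaking is a further difference of that culture.

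The log2 fold changes of biofilm against planktonic and of planktonic against stationary culture had a correlation of 0.05 across genes. The shared planktonic library alone would make it negative, and the highest value in 100 simulations was -0.35 at a dispersion of 0.04 and -0.43 at 0.16. Of the genes called in both comparisons, 122 changed in the same direction and 46 in opposite directions. In the simulations at most 0 changed in the same direction at a dispersion of 0.04 and at most 23 at 0.16. The simulated medians for opposite directions were 17 and 223. A hypothesis is that, for part of the genes, biofilm lies further from the stationary culture than planktonic culture does along the same direction. Raising the dispersion from 0.04 to 0.16 moved the highest simulated correlation further from the observed 0.05. These values argue against noise of the simulated kind, with no difference between any conditions, as the source of the correlation. Noise between biofilm and planktonic culture beside a true difference of the stationary culture was not simulated. The simulated values do not bound it. The spread between cultures is unknown with 1 library each. A deviation of 1 culture common to many genes was not simulated and could not be excluded.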
